# Aspirin impairs acetyl-coenzyme A metabolism in redox-compromised yeast cells

**DOI:** 10.1038/s41598-019-39489-4

**Published:** 2019-04-16

**Authors:** Gianluca Farrugia, Maria Azzopardi, Christian Saliba, Godfrey Grech, Angelina S. Gross, Jelena Pistolic, Vladimir Benes, Neville Vassallo, Joseph Borg, Frank Madeo, Tobias Eisenberg, Rena Balzan

## Abstract

Aspirin is a widely used anti-inflammatory and antithrombotic drug also known in recent years for its promising chemopreventive antineoplastic properties, thought to be mediated in part by its ability to induce apoptotic cell death. However, the full range of mechanisms underlying aspirin’s cancer-preventive properties is still elusive. In this study, we observed that aspirin impaired both the synthesis and transport of acetyl-coenzyme A (acetyl-CoA) into the mitochondria of manganese superoxide dismutase (MnSOD)-deficient *Saccharomyces cerevisiae* EG110 yeast cells, but not of the wild-type cells, grown aerobically in ethanol medium. This occurred at both the gene level, as indicated by microarray and qRT-PCR analyses, and at the protein level as indicated by enzyme assays. These results show that in redox-compromised MnSOD-deficient yeast cells, but not in wild-type cells, aspirin starves the mitochondria of acetyl-CoA and likely causes energy failure linked to mitochondrial damage, resulting in cell death. Since acetyl-CoA is one of the least-studied targets of aspirin in terms of the latter’s propensity to prevent cancer, this work may provide further mechanistic insight into aspirin’s chemopreventive behavior with respect to early stage cancer cells, which tend to have downregulated MnSOD and are also redox-compromised.

## Introduction

Aspirin (acetylsalicylic acid, ASA) is a widely used anti-inflammatory, cardioprotective and antithrombotic drug that has, in recent years, been found to have promising chemopreventive, antineoplastic properties^1–3^. These are attributed not only to aspirin’s anti-inflammatory and anti-platelet effects, but also to its propensity to induce programmed cell death, such as apoptosis, in cancer cells^2,4,5^. The full range of mechanisms underlying aspirin-induced apoptosis of malignant cells is still not fully understood, and has aroused considerable research efforts involving the use of several eukaryotic experimental models. One such model is the yeast *Saccharomyces cerevisiae*, long used to study apoptosis in living organisms since it retains several core eukaryotic cellular processes, including the hallmark features of apoptosis^6–9^. In particular, yeast serves as a valuable tool to study mitochondria-associated regulated cell death^10–12^.

Since mitochondrial manganese superoxide dismutase (MnSOD) deficiency can reprogram cells to a cancer prone form of metabolism (Warburg effect)^13^, we decided to use the redox-compromised, MnSOD-deficient *S*. *cerevisiae* EG110 cells as a model of cancer cells. In fact, cancer cells tend to manifest downregulated MnSOD during the early stages of their development^14–16^ and are also redox-compromised^17^.

In our previous studies, aspirin reproducibly and robustly induced an apoptotic phenotype in MnSOD-deficient *S*. *cerevisiae* cells, but not in wild-type yeast cells, during aerobic growth in ethanol medium^18–21^. We also showed that the aspirin-induced apoptosis in redox-compromised MnSOD-deficient yeast cells is associated with severe mitochondrial dysfunction, including events such as overproduction of mitochondrial superoxide radicals (O_2_˙^−^), oxidation of mitochondrial NAD(P)H^21^, decreased respiration, release of cytochrome *c* and disruption of the mitochondrial membrane potential^20^. Overall, these results indicated that the mitochondrial milieu constitutes a critical cellular target of aspirin.

In this study, we examined the effect of aspirin on the expression of genes involved in acetyl-coenzyme A (acetyl-CoA) generation and its transport into the mitochondria of MnSOD-deficient yeast cells growing aerobically on ethanol medium. Although acetyl-CoA is a metabolite of fundamental importance in eukaryotic organisms, since it drives the tricarboxylic acid (TCA) cycle required for energy generation, it remains one of the most poorly studied potential targets of aspirin in the context of the latter’s antineoplastic effects^2^. Hence, this work provides novel mechanistic insight into the metabolic changes associated with aspirin-mediated apoptosis. This may be of relevance to aspirin’s chemopreventive behavior in redox-compromised cancer cells during their early stages of development.

## Methods

### Yeast strains and plasmids

The yeast strains used in this study include the wild-type *Saccharomyces cerevisiae* EG103 (*MATα leu2-3 112 his3Δ1 trp1-289a ura3-52 GAL*^+^) and the MnSOD-deficient yeast strain EG110 (*EG103 sod2 Δ:: TRP1*), kindly provided by Edith Gralla, University of California, Los Angeles and Valeria C. Culotta, Johns Hopkins University, Baltimore.

### *ADH2*-overexpression in yeast

To generate *ADH2*-overexpressing strains (EG103 *pGPD-ADH2* and EG110 *pGPD-ADH2*) the constitutive glyceraldehyde-3-phosphate dehydrogenase promoter (pGPD) was introduced to the endogenous *ADH2* locus according to the method described by Janke *et al*.^22^. The plasmid pYM-N15 served as the template to generate a linear PCR fragment with primers 5′-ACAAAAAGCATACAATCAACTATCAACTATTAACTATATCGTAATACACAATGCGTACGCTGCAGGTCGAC-3′(ADH2_S1) and 5′-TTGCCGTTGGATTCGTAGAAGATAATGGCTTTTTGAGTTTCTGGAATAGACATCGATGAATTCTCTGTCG-3′(ADH2_S4 primer). Strains carrying an HA-tagged version of Adh2 were generated by similar approaches using pYM-N16 (EG103 *pGPD-3HA-ADH2* and EG110 *pGPD-3HA-ADH2*) or pYM-N14 (EG103 *ADH2-6HA* and EG110 *ADH2-6HA*) as templates and primers ADH2_S1 and ADH2_S4 or 5′-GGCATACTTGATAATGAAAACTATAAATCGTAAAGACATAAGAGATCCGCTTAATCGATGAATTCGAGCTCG-3′ (ADH2_S2) and 5′-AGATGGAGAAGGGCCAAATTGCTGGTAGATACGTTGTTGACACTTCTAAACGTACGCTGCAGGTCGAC-3′(ADH2_S3), respectively. Correct integration of linear DNA fragments was verified by colony PCR using primers 5′-CCTGTGTAACTGATTAATCCTGC-3′ (ADH2_up) and 5′-GTCGACCTGCAGCGTACG-3′ (S1/S3_reverse) for all N-terminal integrations and primers 5′-GGAAGAATTGTTTACCTCGCTC-3′ (ADH2 -fw) and S1/S3_reverse for C-terminal tagging.

### Culture conditions

Yeast cells were aerobically cultivated in YPE medium (1% (w/v) yeast extract, 2% (w/v) bactopeptone and 3% (v/v) ethanol) in the absence and presence of 15 mM aspirin (acetylsalicylic acid, ASA) (Sigma-Aldrich), at 28 °C with constant shaking at 250 rpm. The pH of the aspirin-treated YPE medium was adjusted to 5.5 using 1 M Trizma base (Sigma-Aldrich), prior to inoculation. For plates, cells were cultivated on YPD medium (1% (w/v) yeast extract, 2% (w/v) bactopeptone and 2% (w/v) glucose) containing 2% (w/v) agar, at a sustained incubation temperature of 28 °C.

### Measurement of cell growth and viability

Cell growth was measured as the optical density at 600 nm (OD_600_). Cell viability was measured by plating serial dilutions of yeast cell cultures onto YPD plates (500 cells per plate). The plates were left to incubate for at least 48 h at 28 °C after which colony forming units (cfus) were counted. The cfu counts of aspirin-treated cells were then presented as fold changes in viability by normalizing them to the cfu counts of untreated cells.

### RNA preparation for microarrays

Yeast cells were aerobically cultivated for 48 h (mid-log phase) in YPE medium in both the absence and presence of 15 mM ASA, at a temperature of 28 °C with constant shaking at 250 rpm. Harvested yeast cells were mechanically lysed by beadmilling, using a micro-minibeadbeater (Biospec), in the presence of acid-washed glass beads (500 nm diameter) and lysis buffer (RLT) provided by the Qiagen RNeasy Mini Kit. Three cycles of 60 s beadmilling followed by 60 s of cooling on ice were carried out. Total yeast RNA was extracted and purified using the Qiagen RNeasy Mini Kit, according to the manufacturer’s instructions. The quantity and quality of total RNA was determined using a Thermo Scientific Nanodrop spectrophotometer and an Agilent Bioanalyzer. Moreover, the RNA samples were subjected to reverse transcription polymerase chain reaction (RT-PCR) in order to verify that they were suitable for complementary DNA (cDNA) synthesis and not significantly contaminated by guanidine salts or ethanol, which interfere with the downstream microarray hybridization. One microgram of the RNA was used to synthesize cDNA using a Quantitect Reverse Transcription Kit (Qiagen). The cDNA was probed for the constitutive, intron-spanning *YRA1* gene using the custom-designed primers 5′-TGTCGGTGGTACTCGTGGTA-3′ (*YRA1*-F) and 5′-TAGTCCGCCATTTCCTTGTC-3′ (*YRA1*-R), at an annealing temperature of 54 °C, together with the Thermo Scientific 2X ReddyMix PCR Master Mix. The RT-PCR products were then visualized by electrophoresis on a 2% (v/v) agarose gel under UV light.

### Microarray hybridization and data analysis

Preparation of complimentary RNA and subsequent hybridization to whole yeast genome microarrays were carried out using the GeneChip Yeast Genome 2.0 Array (Affymetrix). Normalization of the resulting microarray data was carried out using the robust multi-array average (RMA) method^23^, implemented with AltAnalyze Version 2.0.8.1 (University of Cincinnati).

Normalized log2-expression values, fold changes, moderated *t*-statistics and corresponding *P*-values were determined for the probe sets of every individual *S*. *cerevisiae* gene present on the microarray chip. Differentially expressed genes with Benjamini-Hochberg-adjusted *P*-values < 0.05 and fold changes ≥1.5 (in presence of ASA *versus* absence of ASA) were identified. Microarray hybridization and analysis were carried out on three biological replicates.

The normalized microarray data sets were used for principle components analysis (PCA) to identify correlations and outliers among individual aspirin-treated and untreated samples. The normalized datasets were further analyzed by hierarchical cluster analysis. Both PCA and hierarchical clustering were carried out using the online ClustVis web tool^24^.

### Gene Ontology (GO) Analysis

Identification of enriched biological process, molecular function and cellular component GO categories was carried out by over-representation analysis (ORA) using GO-Elite software Version 1.2.6, which is integrated with AltAnalyze. Statistical significance of GO enrichment was determined using the Fisher Exact Test with a threshold *P*-value < 0.05.

All microarray datasets related to this study were deposited in the GEO (NCBI) repository and are accessible through the Accession number: GSE115660.

### Microarray result validation by quantitative polymerase chain reaction (qRT-PCR)

The respective messenger RNA (mRNA) levels of differentially expressed *S*. *cerevisiae* target genes were determined by qRT-PCR to validate the microarray results. The extraction of total RNA from yeast cells, verification of its quality and the subsequent preparation of cDNA were carried out as described in a previous section. Each sample of resulting cDNA was probed in triplicate for target genes using the custom-designed oligonucleotide primer pairs (Integrated DNA Technologies) shown in Supplementary Table S1a. This was carried out by using the 2X Quantitect SYBR-Green PCR Master Mix (Qiagen) and Rotor Gene Q Thermocycler (Qiagen), according to the manufacturer’s instructions. Target gene expression in the samples was normalized against the geometric average expression of *GLC7* and *SMD2* reference genes as an internal control (Supplementary Table S1b). These reference genes exhibit constitutive expression which does not change significantly across the different experimental conditions of this study, including the absence and presence of ASA (Supplementary Table S2). 

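In the microarray data, *GLC7* (YER133W), which encodes a protein phosphatase, had a mean log2 expression of 13.25 ± 0.08 (SD, n = 3 arrays) in untreated EG110 cells and 13.13 ± 0.02 (SD, n = 3) with aspirin, a log2 fold change of -0.12 (standard error 0.048, adjusted P = 0.0636 by limma, a linear model fitted to all probe sets, with Benjamini-Hochberg adjustment). *SMD2* (YLR275W), which encodes a core protein of the spliceosome, changed by -0.09 (standard error 0.058, adjusted P = 0.202 by limma) in the same cells. In EG103 cells, the log2 fold changes with aspirin were -0.07 for *GLC7* (adjusted P = 0.356) and 0.15 for *SMD2* (adjusted P = 0.0897). Of the 2 genes, 0 passed an adjusted P of 0.05 by limma in either strain, while at an unadjusted P below 0.05 limma found 1 in EG110 cells and 1 in EG103 cells, and the unpaired test of the methods found 0 in either. These adjusted P-values moved with the processing. For *GLC7* in EG110 cells they lay between 0.0302 and 0.299 over the alternatives tried, and were below 0.05 when untreated replicate 2 was left out (0.0302), when each array was centred on its median (0.0382) and when the variance shrinkage followed the expression level and resisted outliers (0.0400). For *SMD2* in EG103 cells they lay between 0.0358 and 0.330, and were below 0.05 only when untreated replicate 1 was left out (0.0358). The aspirin effect on *SMD2* differed between the strains by -0.24 (standard error 0.082, adjusted P = 0.0411 by limma, between 0.0131 and 0.211 over the alternatives), a difference that was above 0.05 in 12 fits that left out arrays. For *GLC7* the aspirin effects differed by -0.05 (adjusted P = 0.626). Between untreated EG110 and EG103 cells, *GLC7* differed by -0.14 (adjusted P = 0.0176) and *SMD2* by -0.12 (adjusted P = 0.0742). After each array was centred on its median the signs were opposite, at 0.08 and 0.10, while after quantile normalization *GLC7* kept its sign (-0.07) and *SMD2* did not (0.10). For *GLC7* the adjusted P of this difference was then 0.174 and 0.244. It was also above 0.05 in 5 fits that left out arrays. With only the 6 arrays compared it was 0.0662, and with the unpaired test of the methods, after adjustment, it was 0.0629.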

The calculation, based on the ∆∆C_*t*_ method, of normalized relative quantities (NRQs) of target genes as a measure of their differential expression in yeast cells grown in the absence and presence of aspirin, was carried out using qbase + (Biogazelle). Differentially expressed genes with significant *P*-values < 0.05 and fold changes >1.5 (in presence of ASA *versus* absence of ASA) were identified. The qRT-PCR assays were carried out on three biological replicates.

### Enzyme activity measurements

Yeast total cell extracts, cultivated for 48 h in ethanol medium in the absence and presence of aspirin, were prepared by beadmilling, using a micro-minibeadbeater (Biospec), in the presence of acid-washed glass beads (500 nm diameter). Alcohol dehydrogenase (ADH) activity was measured according to Vallee and Hoche^25^, acetyl-coenzyme A synthetase (ACS) activity was measured according to van den Berg *et al*.^26^ and carnitine acetyl transferase (CAT) enzyme activity was quantified according to Chase^27^. Peroxisomal citrate synthase activity was measured according to Srere^28^ in yeast cytosolic fractions previously isolated from the mitochondria according to Glick and Pon^29^. The protein concentrations of total and cytosolic yeast cell extracts were determined with the Pierce Bicinchoninic Acid Assay Kit (Pierce), using bovine serum albumin (BSA) as a protein standard.

### Immunoblotting

Immunoblotting after sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) of the cytosolic fractions to confirm the absence of any mitochondrial protein, was carried out using standard protocols, with antibodies specific for yeast cytosolic glucose-6-phosphate dehydrogenase (anti-G6PD, Sigma-Aldrich, A9521, 1:7500) and mitochondrial heat shock protein 60 (anti-Hsp60, Abcam, ab59458, 1:1000).

Immunoblotting after SDS-PAGE of chemically lysed yeast^30^ was performed using standard protocols with antibodies specific for yeast glyceraldehyde-3-phosphate dehydrogenase (anti-GAPDH, ThermoFisher, MA5-15738, 1:10.000) and HA (Sigma, H9658, 1:10000).

### Statistical analyses

Pairwise comparisons between treatments and controls were examined using the unpaired, two-tailed *t*-test (GraphPad Prism, Version 6.0). Multiple comparisons between treatments and controls were analyzed by one-way ANOVA with the post-hoc Bonferroni test. Where appropriate, the nonparametric Mann-Whitney U-test and Kruskal-Wallis test were applied to confirm the results of the *t*-tests and one-way ANOVA tests, respectively. Significance was accepted at a *P*-value < 0.05.

## Results

### Aspirin induces differential expression of genes involved in mitochondrial acetyl-CoA metabolism and transport

The mechanism of aspirin-induced mitochondrial deterioration is not fully understood. To further characterize changes upon aspirin insults, we performed a transcriptome analysis of MnSOD-deficient (EG110) and MnSOD-proficient (EG103) yeast cells grown in ethanol medium. 

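Gene expression was measured on Affymetrix GeneChip Yeast Genome 2.0 arrays in 4 groups of 3 biological replicates, which were EG110 and EG103 cells grown for 48 h in ethanol medium with 15 mM aspirin or without it. EG110 cells lack *SOD2*, the gene for the mitochondrial manganese superoxide dismutase, and EG103 is the wild-type strain they were made from. A probe set is a group of short probes on the array that bind 1 transcript. The authors summarised the arrays to a log2 expression value per probe set by the robust multi-array average method (RMA), which corrects for background, normalizes arrays to each other and combines the probes. Their deposited table holds these values for 12 arrays, with the authors' own fold changes and P-values for aspirin in each strain. The table pairs 5716 probe sets with an *S. cerevisiae* gene, and these were tested. Another 4999 carry no *S. cerevisiae* gene, since the array was also designed for the fission yeast *Schizosaccharomyces pombe*, and 213 are controls.

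Within a strain the arrays had nearly equal distributions, and between the strains they were shifted. The median log2 value of the tested probe sets was 11.15 to 11.18 on the 6 EG110 arrays and 11.36 to 11.39 on the 6 EG103 arrays. In the probe sets without an *S. cerevisiae* gene, whose signal stands for the background of the arrays, the medians were 4.00 to 4.02 and 4.16 to 4.19. The paper's text does not state whether the 12 arrays were normalized together, so a difference between the strains includes this shift, whereas a comparison of aspirin with no aspirin within a strain does not. *SOD2* (YHR008C) had a mean log2 expression of 4.71 ± 0.26 (SD, n = 3) in untreated EG110 cells, near this background, and of 14.30 ± 0.09 (SD, n = 3) in untreated EG103 cells.

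The 12 arrays were fitted with limma as 4 groups, and P-values were adjusted by the Benjamini-Hochberg method over the tested probe sets. A probe set was called differentially expressed at an adjusted P below 0.05 and a fold change of at least 1.5 in either direction, the thresholds of the paper's methods. The difference between the aspirin effects of both strains was tested in the same fit as an interaction. The median SD between replicates was 0.087 log2 units in untreated EG110 cells, 0.055 in EG110 cells with aspirin, 0.074 in untreated EG103 cells and 0.076 in EG103 cells with aspirin. The number of arrays limits the precision of each value. An exact permutation test of a single probe set with 3 arrays against 3 cannot give a two-sided P below 0.1.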

Principle Components Analysis (PCA) (Fig. 1a) of the normalized EG110 and EG103 microarray datasets indicated tight clustering and distinct separation of redox-compromised EG110 biological replicates from wild-type EG103 biological replicates, with 87.8% of the variance mainly explained by principle component 1 (PC1). Likewise, distinct clustering of aspirin-treated *versu*s untreated EG110 sample groups was observed along principal component 2 (PC2), with a variance of 4.8%. This distinct clustering of aspirin-treated *versu*s untreated EG110 sample groups was corroborated by the hierarchical clustering heatmaps (Fig. 1b), showing that aspirin clearly induced a strong and uniform transcriptional change in mRNA expression of MnSOD-deficient EG110 replicates.

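The 12 arrays were compared by principal components over the 10715 probe sets that are not controls, each centred and scaled to unit variance. PC1 explained 50.0% of the variance. The EG110 arrays lay between -72.6 and -63.9 along PC1 and the EG103 arrays between 63.7 and 74.9. This gap was far larger than the spread between replicates, whose SD along PC1 was 1.02 to 3.69 within the 4 groups. The share of PC1 moved most when the probe sets were centred but not scaled, to 68.0%. Since the strains' values are shifted against each other, the arrays were also quantile-normalized together, after which PC1 explained 45.0%.

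**Figure D1:**
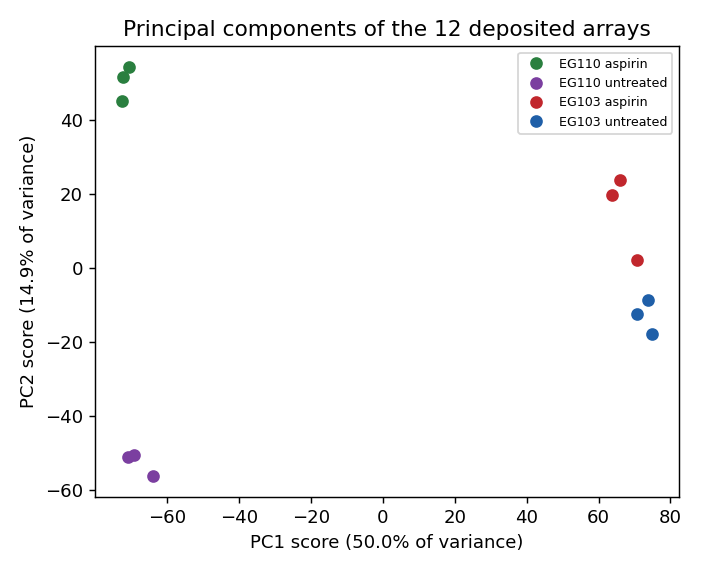
Scores of the 12 arrays on PC1 (horizontal axis, 50.0% of the variance) and PC2 (vertical axis, 14.9%), 1 point per array, for EG110 and EG103 cells with and without aspirin. The strains are separated along PC1 and the aspirin-treated and untreated EG110 arrays along PC2, with the EG103 arrays between them.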

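PC2 explained 14.9% of the variance of the same arrays. Along PC2 the 3 untreated EG110 arrays lay between -56.3 and -50.7 (SD 3.09) and the 3 aspirin-treated EG110 arrays between 45.2 and 54.3 (SD 4.69), so that the gap between the groups was many times the spread within them. Over the tested *S. cerevisiae* probe sets alone, the share of PC2 was 22.4%.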

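Aspirin changed 685 of the 5716 tested probe sets in EG110 cells, with 337 higher and 348 lower than without aspirin. In 682 of these the aspirin-treated arrays all lay on 1 side of the untreated arrays, a separation that chance gives in 10% of probe sets and that was found in 62.0% of all tested. The count moved most when no fold change was required, to 2987. With each replicate number or each EG110 array left out in turn, it lay between 664 and 720. In the authors' deposited table, 677 of the same probe sets pass the same thresholds (331 higher and 346 lower), and 676 of them were also called in the limma fit.

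The largest rise was that of *PDR12* (YPL058C), which encodes an exporter of weak acids, from a mean log2 expression of 9.66 ± 0.16 (SD, n = 3) to 13.92 ± 0.09 (SD, n = 3), a log2 fold change of 4.25 (standard error 0.18, adjusted P = 1.18e-08 by limma). It was followed by the hexose transporter gene *HXT4* (YHR092C) with a log2 fold change of 4.19 (adjusted P = 3.29e-10), and by *DSE1*, *MIG2* and *SET6* with 2.76, 2.73 and 2.64. The largest falls were those of *PHO89* (YBR296C), a phosphate transporter gene, from 13.34 ± 0.77 (SD, n = 3) to 8.29 ± 0.15 (SD, n = 3), and of *ADY2* (YCR010C), an acetate transporter gene, from 12.58 ± 0.22 (SD, n = 3) to 8.22 ± 0.21 (SD, n = 3). Their log2 fold changes were -5.05 (standard error 0.28, adjusted P = 7.66e-08 by limma) and -4.35 (standard error 0.16, adjusted P = 3.52e-09). For *SUL1*, *BOP2* and YLR012C the log2 fold changes were -2.85, -2.82 and -2.79. The adjusted P-values of these last 6 genes were at most 4.25e-05.

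The 685 probe sets were chosen for differing between the EG110 groups, which by itself favours a separation of those groups. With each probe set scaled over the 12 arrays, hierarchical clustering into 4 clusters returned the 4 groups with Euclidean and with correlation distance, and with average and complete linkage. The aspirin-treated EG110 arrays split off first from all others, except under correlation distance with complete linkage, where the strains split first.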

**Figure 1:**
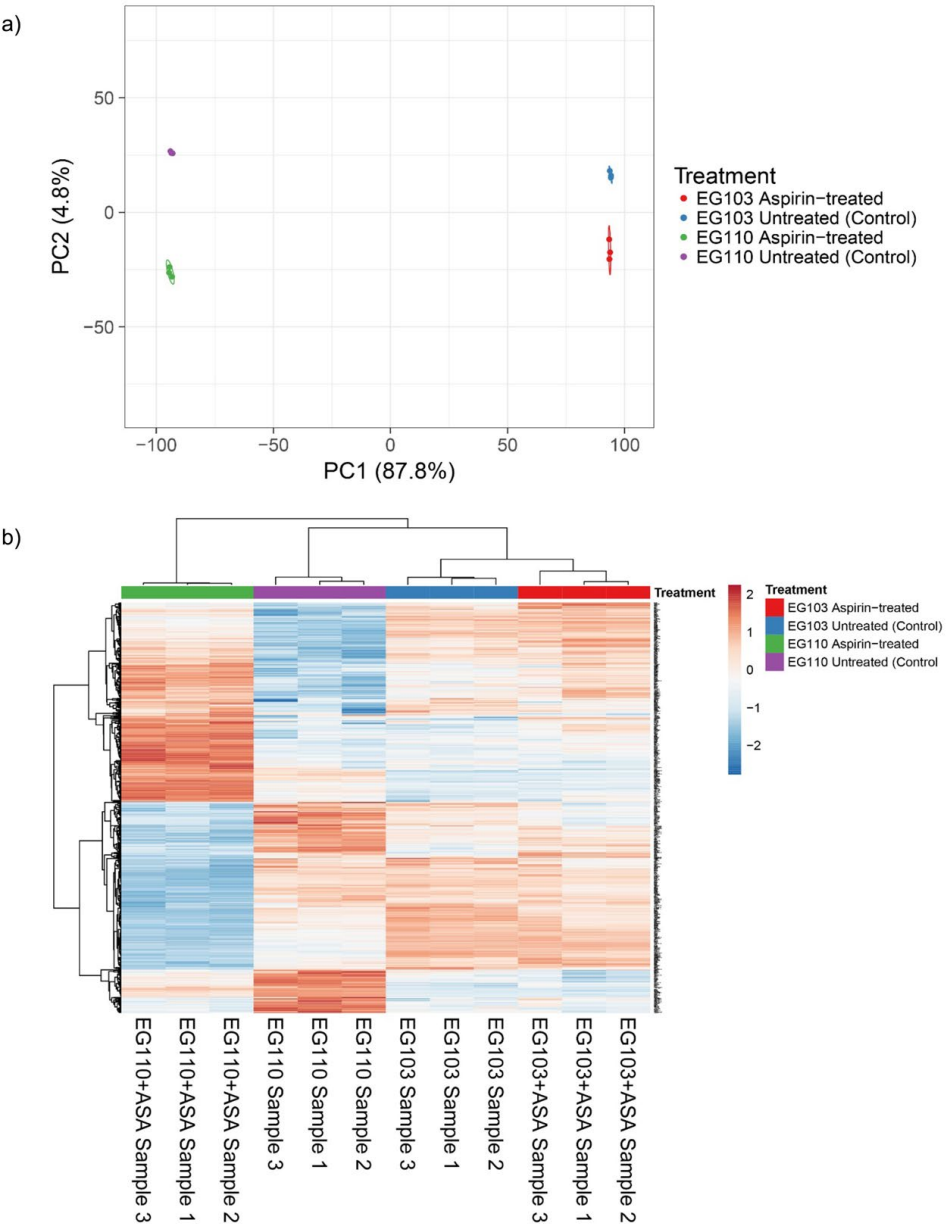
Principal components analysis (PCA) and heatmaps of normalized expression data obtained from redox-compromised EG110 yeast cells and wild-type EG103 yeast cells grown in ethanol medium in the absence and presence of aspirin. (**a**) Principle Component Analysis (PCA) two dimensional scatter plot of normalized expression data obtained from aspirin-treated (green and red dots) and untreated (control – purple and blue dots) samples of redox-compromised, MnSOD-deficient EG110 and wild-type EG103 yeast cells, respectively, cultivated for 48 h in ethanol medium. Three biological replicates of each were considered. Axis X = PC1: PCA Component 1 (87.8% variance) separating EG110 from EG103 yeast cells; Y = PC2: PCA Component 2 (4.8% variance) separating aspirin-treated cells from untreated cells. (**b**) Heatmap depicting differential gene expression due to aspirin in individual replicate samples of EG110 and EG103 yeast cells, as compared to untreated EG110 and EG103 yeast cells after 48 h of cultivation in ethanol medium. The heat map shows all genes that were significantly changed by aspirin in EG110 cells. The expression of these same genes was also followed in the wild-type EG103 cells, in the absence and presence of aspirin. Columns represent biological replicates, whereas rows represent genes. Gene expression levels are shown using a pseudocolour scale (−2.0 to 2.0) with red denoting high expression levels and blue denoting low expression levels.

The normalized, wild-type EG103 yeast microarray datasets also indicated distinct clustering and separation of aspirin-treated *versus* untreated biological replicates, along PC2 (Fig. 1a), corroborated by the accompanying heatmaps shown in Fig. 1b, which demonstrate that aspirin likewise altered mRNA transcription in EG103 yeast cells, but to a much lesser extent than in EG110 cells. 

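In EG103 cells, 149 of the tested probe sets were called between aspirin-treated and untreated arrays, of which 100 were higher and 49 lower with aspirin. The aspirin-treated arrays all lay on 1 side of the untreated arrays in 147 of these and in 39.0% of all tested, against 10% by chance. At an adjusted P below 0.05 alone there were 1175. The authors' deposited table gives 136 under the same thresholds (91 higher and 45 lower), of which 134 were called in the limma fit. This count was less stable than that in EG110 cells. It lay between 123 and 188 when single EG103 arrays were left out, and was 72 without replicate 1 of every group. Along PC2 the untreated EG103 arrays lay between -17.8 and -8.54 and the aspirin-treated ones between 2.11 and 23.8. The EG103 groups lay further apart along PC3, which explained 7.33% of the variance. There the aspirin-treated arrays lay between -35.4 and -31.7 and the untreated ones between 22.0 and 38.2, while the EG110 groups overlapped.

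The largest rises were those of YGL015C, with a log2 fold change of 2.22 (standard error 0.20, adjusted P = 4.60e-05 by limma), and of *PDR12*, from a mean log2 expression of 11.84 ± 0.18 (SD, n = 3) to 14.03 ± 0.46 (SD, n = 3), with 2.19 (standard error 0.18, adjusted P = 3.80e-05 by limma). *MGA1*, *NDJ1* and *ICY2* rose by 1.78, 1.51 and 1.43. The largest falls were those of *FMP45* and *GTO3*, with -1.44 (adjusted P = 0.000140) and -1.41 (adjusted P = 3.80e-05), followed by *SPG1* with -1.22, *SUL1* with -1.20 and *FIT1* with -1.12. Of these, *ICY2* and *FIT1* had adjusted P-values of 0.0731 and 0.126 without replicate 1 of every group. The fall of *SUL1* (adjusted P = 0.0335) did not pass the threshold when any single EG103 array was left out, with adjusted P-values of 0.0546 to 0.110. Nor did it pass without replicate 1 (0.268) or replicate 2 (0.135) of every group. Its SD was 0.14 in both EG103 groups, but 0.96 in untreated EG110 cells, and the fit pools the variance over the 4 groups. These P-values therefore include the spread of the EG110 arrays.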

In fact, follow-up application of Gene Ontology (GO) analysis for MnSOD-deficient EG110 cells (Fig. 2) and EG103 cells (Fig. 3) suggests that aspirin had a relatively much lower effect on the wild-type EG103 cells in comparison to their redox-compromised EG110 counterparts, given that relatively few GO categories were enriched by aspirin in the wild-type strain (Fig. 3).

**Figure 2:**
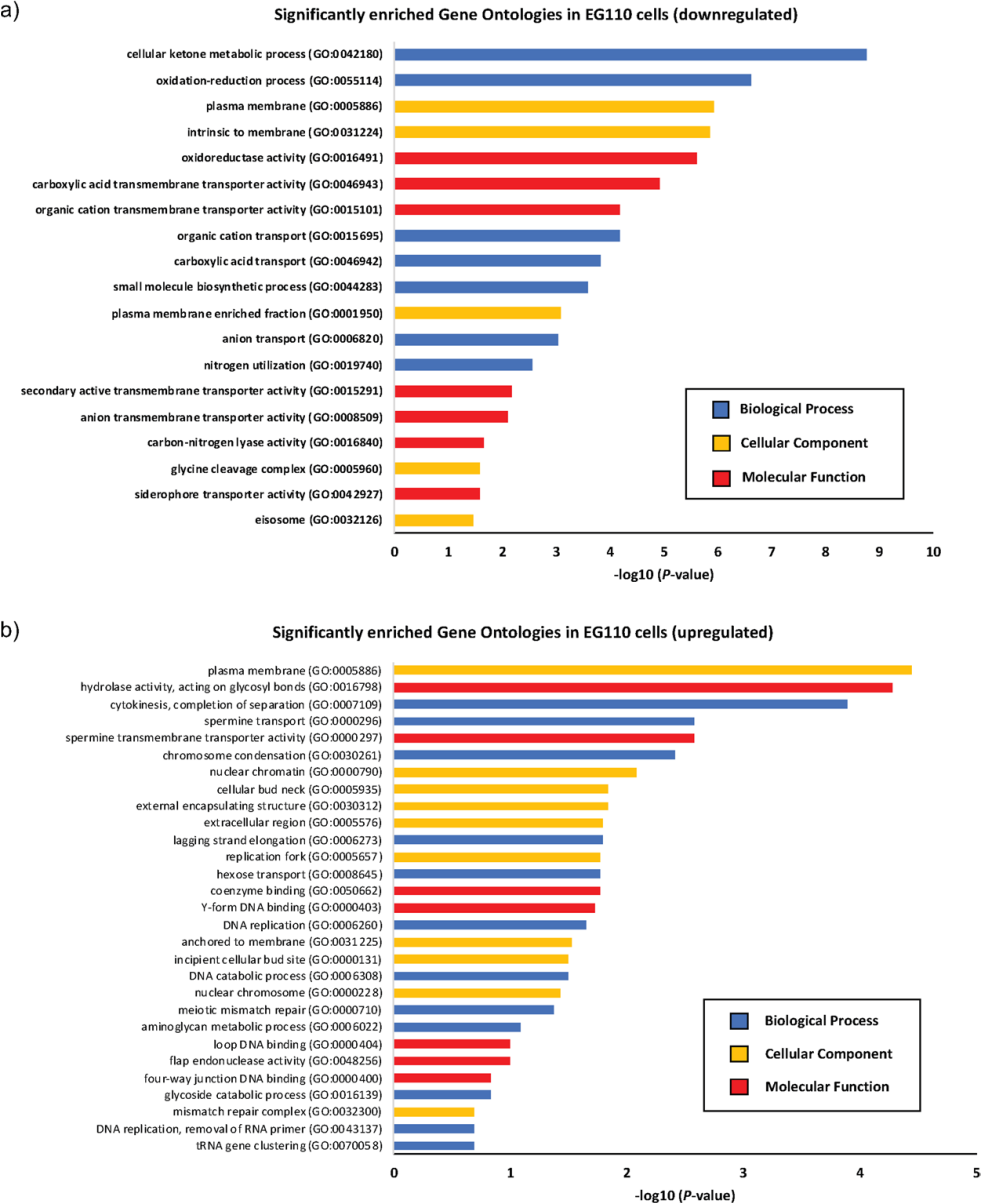
Gene Ontology (GO) analysis of differentially expressed mRNA transcripts in aspirin (ASA)-treated MnSOD-deficient EG110 yeast cells. All statistically significant GO terms of downregulated (**a**) and upregulated (**b**) mRNA transcripts (>1.5-fold) in ASA-treated EG110 are shown, each belonging to one of the following GO categories: biological processes (blue bars), cellular components (yellow bars) or molecular function (red bars). The calculated -log10 (*P*-value) values reflect the statistical significance of each GO term enrichment. The genes selected for further study, which include *ACS1*, *ADH2*, *CIT2*, *CAT2*, *YAT2* and *AGP2* are associated with the enriched cellular ketone metabolic process ontology.

**Figure 3:**
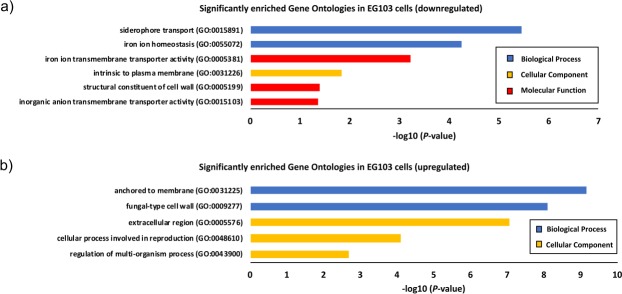
Gene Ontology (GO) analysis of differentially expressed mRNA transcripts in aspirin (ASA)-treated wild-type EG103 yeast cells. All statistically significant GO terms of downregulated (**a**) and upregulated (**b**) mRNA transcripts in ASA-treated EG103 cells are shown, each belonging to one of the following GO categories: biological processes (blue bars), cellular components (yellow bars) or molecular function (red bars). The calculated −log10 (*P*-value) values reflect the statistical significance of each GO term enrichment.

On the other hand, GO-analysis results obtained in MnSOD-deficient EG110 cells, additionally showed that aspirin significantly downregulated genes associated with at least 19 GO categories, the most strongly and significantly enriched being the ‘cellular ketone metabolic process’ (GO:0042180) ontology (Fig. 2), a category that did not appear enriched by aspirin in wild-type EG103 cells (Fig. 3). Aspirin-induced apoptosis involves mitochondria and mitochondrial metabolism-dependent processes^18,20,21,31,32^. In light of this, we selected a number of significantly downregulated genes associated with the enriched GO:0042180 category and involved in mitochondrial metabolism and metabolite transport (*ADH2*, *ACS1*, *CAT2*, *YAT2*, *CRC1*, *CIT2*, *SFC1* and *AGP2 -* Fig. 2 and Table 1), to further study their role in aspirin-induced cell death. The microarrays indicated that these selected genes were significantly downregulated by aspirin in redox-compromised MnSOD-deficient EG110 cells, but not in wild-type EG103 cells, after 48 h of growth in ethanol medium (see Table 1). 

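The 8 probe sets listed in Table 1 were all lower with aspirin in EG110 cells, with log2 fold changes from -2.18 to -0.68 (standard errors 0.059 to 0.13) and adjusted P-values from 1.09e-08 to 3.42e-06 by limma. Each passed both thresholds, and all 8 also passed when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. For each of them the aspirin-treated EG110 arrays all lay below the untreated arrays (two-sided exact permutation test, P = 0.1, the smallest that 3 arrays against 3 allow). In EG103 cells their log2 fold changes lay between -0.08 and 0.07, with adjusted P-values from 0.414 to 0.891. There, 0 of the 8 passed an adjusted P of 0.05 by limma, 0 when adjusted over the list alone, and 0 at an unadjusted P below 0.05 by limma or by the methods' t-test. The aspirin effect in EG110 cells minus that in EG103 cells was between -2.24 and -0.61 (adjusted P from 4.71e-07 to 0.000218 by limma), past both thresholds for all 8, of which *SFC1* fell below the fold threshold under 3 alternatives. The 8 calls in EG110 cells held under every alternative that kept the fold threshold, and 5 of them at a fold change of at least 2. The log2 fold change that moved most was that of *YAT2*, from -1.42 to -1.18 without replicate 2 of every group.

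The paper proposes that aspirin disrupts the synthesis of acetyl-CoA and its transport into the mitochondria of the MnSOD-deficient cells. It draws on the fall of these genes in EG110 but not in EG103 cells and on the functions of their products. It also draws on quantitative PCR of the same genes and on assays of enzyme activity, which were not analysed here.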

Acetyl-CoA is a metabolite of central importance in eukaryotic organisms such as respiring yeast, since it drives the TCA cycle in mitochondria to facilitate energy generation.

**Table 1:** Aspirin (ASA)-induced differential expression of genes involved in acetyl-CoA synthesis and transport into the mitochondria of *Saccharomyces cerevisiae* EG110 and EG103 yeast cells grown in ethanol medium.

Affymetrix Probe Set	Ensembl ID	Gene Name	Encoded Protein	Fold Change		
				EG110 + ASA *vs* EG110	EG103 + ASA *vs* EG103	EG110 *vs* EG103^#^
1774070_at	YMR303C	*ADH2*	Ethanol-induced alcohol dehydrogenase isoform 2	−3.01***	−1.06^NS^	1.40**
1772915_at	YAL054C	*ACS1*	Acetyl-CoA synthetase isoform 1 (repressed by glucose)	−2.72***	1.01^NS^	1.08^NS^
1774377_at	YML042W	*CAT2*	Carnitine acetyltransferase (peroxisomal and mitochondrial)	−2.56***	1.04^NS^	−1.72***
1771757_at	YER024W	*YAT2*	Carnitine acetyltransferase (cytosolic)	−2.68***	1.05^NS^	−2.69***
1774778_at	YOR100C	*CRC1*	Mitochondrial inner membrane carnitine transporter	−4.52***	1.04^NS^	−1.62***
1773515_at	YCR005C	*CIT2*	Peroxisomal citrate synthase	−1.72***	1.01^NS^	−1.23*
1774072_at	YJR095W	*SFC1*	Mitochondrial succinate-fumarate transporter	−1.60***	−1.05^NS^	−1.01^NS^
1773859_at	YBR132C	*AGP2*	Plasma membrane carnitine transporter	−1.91***	−1.01^NS^	−1.80***

EG103 is the wild-type strain, whilst EG110 is the MnSOD-deficient yeast strain. Cells were cultivated in rich medium containing the non-fermentable carbon source ethanol (YPE) in the absence and presence of 15 mM aspirin (previously added to the medium with adjustment of the pH to 5.5 with 1 M Trizma base) for 48 h at 28 °C, 250 rpm. Microarray analysis of total yeast RNA to assess aspirin-induced differential gene expression was carried out using the GeneChip Yeast Genome 2.0 Array (Affymetrix), as described in Methods. The minus sign (−) indicates downregulation. ***(*P* < 0.001); **(*P* < 0.01); *(*P* < 0.05); NS, (*P* ≥ 0.05); aspirin treatment *vs* no treatment, ^#^untreated EG110 *vs* untreated EG103, unpaired two-tailed *t*-test.

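The probe set of *ACS1* (YAL054C) had a mean log2 expression of 14.19 ± 0.03 (SD, n = 3) in untreated EG110 cells and 12.75 ± 0.10 (SD, n = 3) in EG110 cells grown with aspirin. The log2 fold change was -1.44 (standard error 0.065, adjusted P = 1.87e-08 by limma). In EG103 cells the mean was 14.05 ± 0.08 (SD, n = 3) without aspirin and 14.07 ± 0.09 (SD, n = 3) with it, a log2 fold change of 0.02 (adjusted P = 0.878 by limma), which is smaller than the spread between replicates. The difference between the aspirin effects was -1.46 (adjusted P = 7.51e-07 by limma).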

Amongst the genes most significantly downregulated by aspirin in EG110 yeast cells, is the *ACS1* gene encoding one of 2 isoforms of acetyl-CoA synthetases (Acs1) (2.72-fold downregulation, *P* < 0.001; Table 1). Acs1 is an important source of acetyl-CoA which relies on the upstream acetaldehyde-derived supply of acetate during yeast cell growth in ethanol medium^26,33,34^. 

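For *ADH2* (YMR303C), the mean log2 expression in EG110 cells was 14.32 ± 0.15 (SD, n = 3) without aspirin and 12.74 ± 0.07 (SD, n = 3) with aspirin. This is a log2 fold change of -1.59 (standard error 0.079, adjusted P = 3.26e-08 by limma). In EG103 cells it changed from 13.91 ± 0.05 (SD, n = 3) to 13.82 ± 0.11 (SD, n = 3), a log2 fold change of -0.08 (adjusted P = 0.490 by limma) that lay within the spread between replicates. The aspirin effect on *ADH2* in EG110 cells exceeded that in EG103 cells by -1.51 (adjusted P = 2.43e-06 by limma).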

Under these growth conditions, acetaldehyde is itself derived from the oxidation of ethanol, catalyzed by the Adh2 isoform of alcohol dehydrogenase, encoded by the gene *ADH2*^35,36^, which was also markedly downregulated by aspirin in EG110 (3.01-fold downregulation, *P* < 0.001), but not in EG103 (MnSOD-proficient wild-type) yeast cells (Table 1).

During growth in non-fermentable media such as ethanol, acetyl-CoA molecules formed by peroxisomal and cytosolic acetyl-CoA synthetases must be converted into acetyl unit derivatives and shuttled into the mitochondria *via* the glyoxylate cycle and/or the carnitine shuttle^37,38^ in order to drive the TCA cycle. The microarray results indicated that the genes *CIT2* and *SFC1*, encoding essential glyoxylate cycle pathway proteins^38–40^, and the genes *CAT2*, *YAT2* and *CRC1*, which encode critical carnitine shuttle proteins^41–43^, were significantly downregulated in aspirin-treated EG110 (>1.5-fold downregulation, *P* < 0.001), but not in EG103, yeast cells (Table 1). This was also the case for *AGP2*, a gene encoding a yeast cell plasma membrane carnitine transporter protein, which facilitates cellular import of carnitine from the surrounding growth medium^44^.

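*CRC1* (YOR100C), which encodes a carrier of acetylcarnitine in the mitochondrial inner membrane, had the largest fall of these genes. Its mean log2 expression in EG110 cells was 13.19 ± 0.15 (SD, n = 3) without aspirin and 11.01 ± 0.17 (SD, n = 3) with it, a log2 fold change of -2.18 (standard error 0.092, adjusted P = 1.09e-08 by limma). The carnitine acetyltransferase genes *YAT2* (YER024W) and *CAT2* (YML042W) changed from 12.51 ± 0.26 (SD, n = 3) to 11.09 ± 0.24 (SD, n = 3) and from 12.94 ± 0.05 (SD, n = 3) to 11.58 ± 0.18 (SD, n = 3). Their log2 fold changes were -1.42 (adjusted P = 3.37e-06) and -1.35 (adjusted P = 1.19e-07). *CIT2* (YCR005C), the gene of the peroxisomal citrate synthase, fell from 14.50 ± 0.08 (SD, n = 3) to 13.71 ± 0.15 (SD, n = 3), and *SFC1* (YJR095W), the gene of a succinate and fumarate carrier, fell from 14.06 ± 0.03 (SD, n = 3) to 13.38 ± 0.12 (SD, n = 3). Their log2 fold changes were -0.78 (adjusted P = 3.42e-06) and -0.68 (adjusted P = 2.77e-06).

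With aspirin in EG103 cells the 5 log2 fold changes were 0.06 for *CRC1* (adjusted P = 0.665), 0.07 for *YAT2* (0.737), 0.06 for *CAT2* (0.645), 0.02 for *CIT2* (0.891) and -0.07 for *SFC1* (0.414). The differences between the strains' aspirin effects were -2.24, -1.49, -1.41, -0.80 and -0.61, in the same order, with adjusted P-values of at most 0.000218 by limma.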

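*AGP2* (YBR132C) had a mean log2 expression of 12.36 ± 0.05 (SD, n = 3) in untreated EG110 cells and of 11.42 ± 0.19 (SD, n = 3) with aspirin, a log2 fold change of -0.93 (standard error 0.081, adjusted P = 2.69e-06 by limma). In EG103 cells the mean was 13.27 ± 0.05 (SD, n = 3) without aspirin and 13.25 ± 0.06 (SD, n = 3) with aspirin, a log2 fold change of -0.02 (adjusted P = 0.890 by limma). The interaction of strain and aspirin was -0.91 (adjusted P = 0.000115 by limma).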

The aspirin-induced differential expression of the aforementioned genes, as indicated by the microarrays, was validated by qRT-PCR analysis (Fig. 4) using primers listed in Supplementary Table S1.

**Figure 4:**
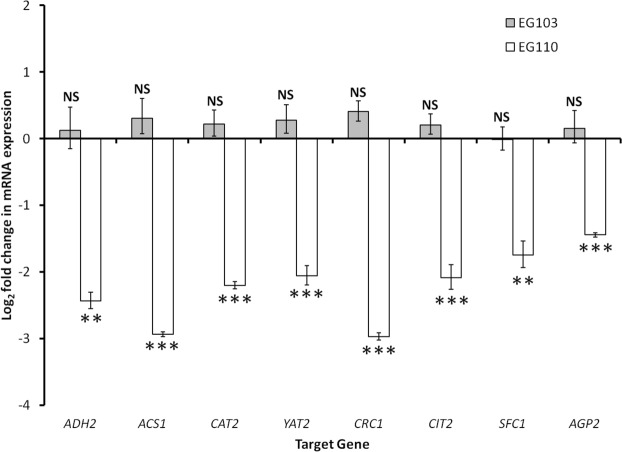
Aspirin-induced log_2_ fold change expression of target genes in wild-type (EG103) and MnSOD-deficient (EG110) *Saccharomyces cerevisiae* yeast cells grown in the absence and presence of aspirin (ASA). The figure shows aspirin-induced log_2_ fold change expression of the target genes *ADH2*, *ACS1*, *CAT2*, *YAT2*, *CRC1*, *CIT2*, *SFC1*, and *AGP2* in EG103 yeast cells (grey bars) and EG110 yeast cells (white bars), after 48 h of aerobic growth in YPE medium treated with 15 mM aspirin. Total RNA isolated from cultured yeast cells was analyzed by qRT-PCR using gene-specific primers (see Supplementary Table S1). In all cases, the expression of target genes was normalized against *GLC7* and *SMD2* reference genes using the comparative ∆∆C_t_ method in qbase + (Biogazelle). Results are the mean ± standard error of the mean (SEM), from three independent biological replicates. NS, not significant (*P* > 0.05); **, moderately significant (*P* < 0.01); ***, highly significant (*P* < 0.001); unpaired two-tailed *t*-test. *ADH2* – Alcohol Dehydrogenase 2, *ACS1* - Acetyl-CoA Synthetase 1; *CIT2* – CITrate synthase 2; *SFC1* – Succinate-Fumarate Carrier 1; *CAT2*, *YAT2* – Carnitine AcetylTransferases, *CRC1* – Carnitine Carrier 1, *AGP2* – high-Affinity Glutamine Permease 2, *GLC7* – GlyCogen 7, *SMD2* - Core Sm protein Sm D2.

Altogether, the microarray and qRT-PCR results strongly suggest that in MnSOD-deficient EG110 yeast cells grown in ethanol medium, aspirin significantly reduces transcription of several acetyl-CoA metabolism-associated genes, potentially disrupting the pathways involved in cytosolic acetyl-CoA synthesis and its transport into the mitochondria.

### Aspirin reduces the activities of key enzymes involved in acetyl-CoA synthesis and mitochondrial transport

Induced alterations in the expression profile of gene transcripts do not necessarily correlate with expression of their respective encoded proteins^45^. Moreover, post-translational modifications of encoded gene products are not taken into account by microarrays and qRT-PCR techniques. Hence, to verify the aspirin-induced impairment of acetyl-CoA metabolic pathways in EG110 yeast cells, as indicated by the microarray (Table 1) and qRT-PCR results (Fig. 4), the activities of enzymes encoded by the genes *ACS1*, *CAT2*, *YAT2*, *CIT2* and *ADH2* were measured in protein extracts of MnSOD-deficient EG110 and wild-type EG103 yeast cells grown for 48 h in ethanol medium, in the presence and absence of aspirin. These enzymes were selected for further investigation, using UV-visible spectrophotometric enzyme activity assays, on the basis of their importance in mediating acetyl-CoA synthesis and transport into the mitochondria.

In agreement with the microarray and qRT-PCR results, aspirin significantly decreased the overall acetyl-CoA synthetase enzyme activity in EG110, but not in EG103, yeast cells grown for 48 h in ethanol medium (Table 2). There are two known acetyl-CoA synthetase isoforms present in yeast cells - Acs1 and Acs2 (encoded respectively by *ACS1* and *ACS2*)^26,46^. Both of these isoforms actively ligate acetate to CoA to yield acetyl-CoA, however, the expression of Acs1 is known to be heavily de-repressed in the absence of glucose and in cases where there is a prevalence of non-fermentable carbon sources, such as ethanol and acetate^26,47^. Moreover, the affinity of Acs1 for acetate is reported to be several times greater than that of the constitutively expressed Acs2 isoform, suggesting that Acs1 is primarily responsible for acetyl-CoA synthesis during growth on non-fermentable carbon sources such as ethanol^26^. This implies that the aspirin-induced decrease of acetyl-CoA synthetase activity observed in redox-compromised EG110 yeast cells, largely reflects an impairment of Acs1 activity. This does not necessarily exclude an accompanying aspirin-induced impairment of Acs2 activity. However, the aspirin-induced decline in *ACS2* gene expression was less than 1.5-fold, as opposed to the 2.72-fold downregulation of *ACS1*.

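The mean log2 expression of *ACS2* (YLR153C) in EG110 cells was 13.69 ± 0.03 (SD, n = 3) without aspirin and 13.13 ± 0.04 (SD, n = 3) with it. The log2 fold change was -0.56 (standard error 0.065, adjusted P = 2.67e-05 by limma), a fold change of -1.47 on the signed scale of Table 1. Without replicate 2 of every group the log2 fold change was -0.60 (adjusted P = 0.00157), just past a fold change of 1.5. In EG103 cells the log2 fold change was 0.04 (adjusted P = 0.712 by limma). The difference of the aspirin effect between EG110 and EG103 cells was -0.60 (standard error 0.092, adjusted P = 0.000483 by limma), which is past the adjusted P threshold and just past the fold threshold. It fell below the fold threshold in 5 of the fits that left out arrays (-0.51 at the least, without replicate 1 of every group, adjusted P = 0.0428) and after quantile normalization (-0.53), with adjusted P-values below 0.05 throughout.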

**Table 2:** Enzyme activities in *Saccharomyces cerevisiae* cells grown for 48 h in ethanol medium in the absence and presence of aspirin (ASA)^b^.

Strains^a^	Specific enzyme activity (units mg^−1^ of total protein)			
	EG110		EG103	
	Control	+ASA	Control	+ASA
Alcohol dehydrogenase^c^	6.14 +/− 0.781	3.56 +/− 0.356**	14.72 +/− 1.869	13.99 +/− 1.016^NS^
Acetyl-CoA synthetase^d^	0.32 +/− 0.031	0.20 +/− 0.021**	0.46 +/− 0.017	0.53 +/− 0.047^NS^
Carnitine acetyltransferase^e^	0.20 +/− 0.005	0.14 +/− 0.005**	0.29 +/− 0.020	0.28 +/− 0.026^NS^
Peroxisomal citrate synthase^f^	0.37 +/− 0.044	0.17 +/− 0.038*	0.38 +/− 0.128	0.30 +/− 0.099^NS^

^a^EG103 is the wild-type strain, whilst EG110 is the MnSOD-deficient yeast strain.

^b^Cells were cultivated in rich medium containing the non-fermentable carbon source ethanol (YPE). Fifteen millimolar aspirin was added to the medium and the pH adjusted to 5.5 with 1 M Trizma base. Protein extracts were prepared after 48 h of cultivation. Acetyl-CoA synthetase, carnitine acetyltransferase, citrate synthase and alcohol dehydrogenase activity were measured as described in Methods. The values are the mean of at least three independent experiments (+/− standard error of the mean (SEM)).

^c^One unit of alcohol dehydrogenase is defined as the amount of enzyme forming 1 µmol of NADH per minute.

^d^One unit of acetyl-CoA synthetase is defined as the amount of enzyme forming 1 µmol of NADH per minute.

^e^One unit of carnitine acetyltransferase is defined as the amount of enzyme that catalyzes the acetylation of 1 µmol of reduced coenzyme A (CoASH) per minute.

^f^One unit of citrate synthase is defined as the amount of enzyme forming 1 µmol of reduced coenzyme A (CoASH) per minute.

***(*P* < 0.001); **(*P* < 0.01); *(*P* < 0.05); NS, (*P* ≥ 0.05); aspirin treatment *vs* no treatment, unpaired two-tailed *t*-test.

Similarly, aspirin decreased the overall carnitine acetyltransferase (CAT) enzyme activity in redox-compromised EG110, but not in wild-type EG103, yeast cells (Table 2). Yeast CAT enzymes include Cat2 present in both the mitochondria and peroxisomes, together with Yat2 present in the cytosol. These enzymes participate in the transport of acetyl-CoA-derived acetyl groups (in the form of acetylcarnitine) from the peroxisomes and cytosol to the mitochondria, reconverting them to acetyl-CoA upon entry into the mitochondria, to drive the TCA cycle^38,43,48^. Hence, the reduced activity of CAT enzymes observed in aspirin-treated EG110 yeast cells indicates an aspirin-induced impairment of the carnitine shuttle pathway in these cells during growth in ethanol medium, as initially suggested by the microarray and qRT-PCR results.

Likewise, the activity of peroxisomal citrate synthase (Cit2) declined significantly in MnSOD-deficient EG110 yeast cells, but remained unaltered in wild-type EG103 yeast cells cultivated for 48 h in aspirin-treated ethanol medium (Table 2). The activity of Cit2 was measured in cytosolic extracts that were free of mitochondrial protein, as verified by immunoscreening (Supplementary Fig. S1). This was important since yeast mitochondria contain the citrate synthases Cit1 and Cit3^49,50^, which would have interfered with the activity assay readings of peroxisomal Cit2 present in the cytosolic extracts.

The observed decrease of peroxisomal Cit2 activity in aspirin-treated EG110 yeast cells (Table 2) indicates that the glyoxylate cycle, which facilitates transport of acetyl-CoA-derived succinate (a TCA cycle intermediate) to the mitochondria^38^ is possibly impaired by aspirin much like the carnitine shuttle pathway.

Aspirin also caused a considerable decrease in Adh2 activity in MnSOD-deficient, redox-compromised EG110 yeast cells after 48 h of aerobic growth in ethanol medium, but not in wild-type EG103 cells (Table 2). This result corroborates the significant aspirin-induced downregulation of *ADH2* expression in EG110, but not in EG103, yeast cells observed in the microarray and qRT-PCR results.

### Increasing *ADH2* expression has no effect on growth and survival of aspirin-treated MnSOD-deficient yeast cells

In view of the pronounced aspirin-induced suppression of *ADH2* expression (3.01-fold downregulation, *P* < 0.001; Table 1) and Adh2 enzyme activity in MnSOD-deficient EG110 yeast cells (42% decreased activity, *P* < 0.01; Table 2), and taking into account the important upstream role of Adh2 in yeast acetyl-CoA synthesis during growth on ethanol medium^35,51,52^, we attempted to rescue the redox-compromised EG110 cells by increasing the expression of *ADH2* (and consequently of active Adh2). The *ADH2*-overexpressing strains EG110 *pGPD-ADH2*, and the respective wild-type EG103 *pGPD-ADH2* control, were constructed by replacing the endogenous promoter of *ADH2* with the constitutive *GPD* promoter.

Immunoblot analysis of strains carrying HA fusion constructs of the Adh2 protein allowed us to compare the quantity of expressed Adh2 after growth of the cells in ethanol medium, in the absence and presence of aspirin. This assay indicated an aspirin-induced decrease of Adh2 expression in MnSOD-deficient EG110 cells (Fig. 5). However, the immunoblots also showed that the amount of expressed Adh2 was greater in strains containing the *GPD* promoter.

**Figure 5:**
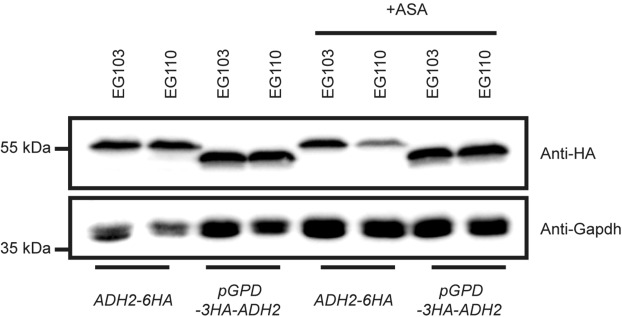
Representative immunoblot using a HA-specific antibody. EG103 is the wild-type strain, whilst EG110 is the MnSOD-deficient yeast strain. HA-tagged Adh2 (*ADH2-6HA* and *pGPD-3HA-ADH2*) strains were cultivated in YPE medium with or without ASA for 48 h and subjected to immunoblot analysis from whole cell extracts. The strains either carried the endogenous *ADH2* promotor or the constitutive *GPD* promotor (*pGPD*) as indicated. Full-length blots are presented in Supplementary Fig. S5.

We next compared Adh2 activity of the Adh2-overexpressing strain to that of EG110 after 48 h of growth in aspirin-treated ethanol medium. As a result of the overexpression, EG110 *pGPD-ADH2* cells sustained a constant level of Adh2 activity even in the presence of aspirin, whereas the EG110 cells did not (Fig. 6a).

**Figure 6:**
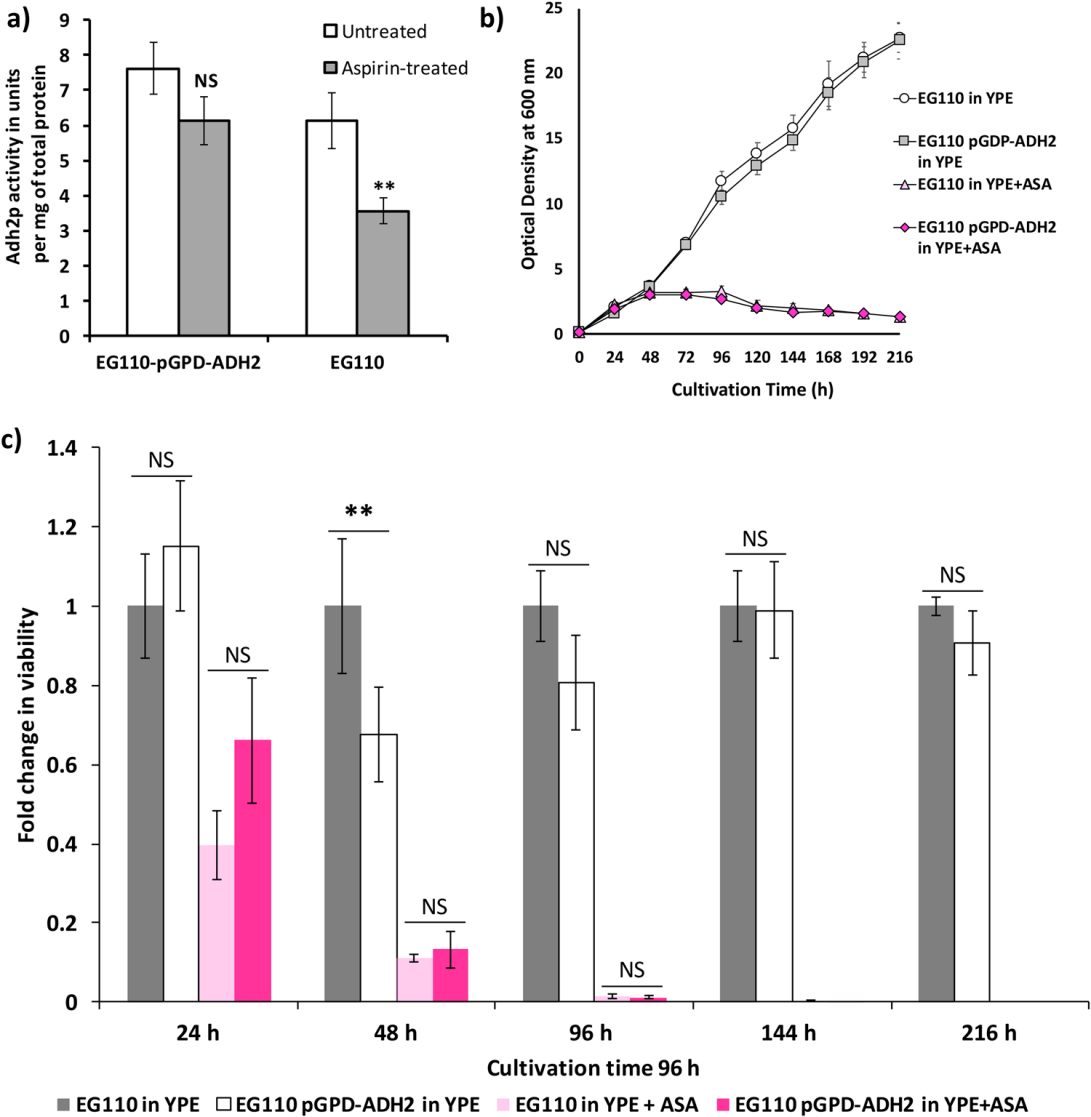
Comparison of (**a**) alcohol dehydrogenase (Adh2) activity, (**b**) growth and (**c**) viability of EG110-*pGPD-ADH2* to those of EG110 yeast cells, grown in ethanol medium (YPE) in the absence and presence of 15 mM aspirin (ASA). (**a**) Adh2 activity levels in total cell extracts of redox-compromised (MnSOD-deficient) *Saccharomyces cerevisiae* EG110 cells and recombinant EG110 *pGPD-ADH2* cells (EG110 cells where the endogenous *ADH2* gene promoter has been replaced with the yeast glyceraldehyde phosphate dehydrogenase (GPD) gene promoter) grown aerobically for 48 h in YPE medium at 28 °C, 250 rpm, in the absence (represented by the white bars) and presence (represented by the grey bars) of 15 mM ASA. Each vertical bar represents the mean of at least four experimental determinations of Adh2 activity. Error bars represent the standard error of the mean (SEM). NS, not significant (*P* > 0.05); **, moderately significant (*P* < 0.01); unpaired two-tailed *t*-test. (**b**) Growth curves of *S*. *cerevisiae* EG110 and EG110 *pGPD-ADH2* cells during aerobic cultivation in YPE medium in the absence and presence of 15 mM ASA at 28 °C (with constant shaking at 250 rpm). Each point represents the average of at least three independent sets of absorbance readings, measured at a wavelength of 600 nm. Error bars represent the SEM and appear where sufficiently large. (**c**) Fold change in viability of EG110 and EG110 *pGPD-ADH2* yeast cells grown in YPE medium in the absence and presence of aspirin, normalized against EG110 yeast cells grown in YPE medium, as determined from colony-forming unit (cfu) counts. Each vertical bar represents the mean of at least three independent determinations. Error bars represent the SEM. NS, not significant (*P* > 0.05); **, moderately significant (*P* < 0.01), (One-way ANOVA with Bonferroni post-hoc tests).

However, the sustained Adh2 enzyme activity did not confer any significant benefit, in terms of growth and survival, to EG110 *pGPD-ADH2* cells, either in the absence or presence of aspirin (Fig. 6b,c). EG110 *pGPD-ADH2* cells failed to show improved viability compared to EG110 yeast cells after treatment with aspirin (Fig. 6c).

Thus, restoring Adh2 activity alone was insufficient to prevent aspirin-induced toxicity in redox-compromised MnSOD-deficient yeast cells, even though Adh2-mediated ethanol oxidation into acetaldehyde lies upstream of acetyl-CoA synthesis^36^.

## Discussion

The principal scope of this investigation was to further understand the mechanisms underlying aspirin-induced apoptosis, which takes place in redox-compromised MnSOD-deficient *S*. *cerevisiae* EG110 yeast cells, but not in wild-type EG103 yeast cells, after cultivation in ethanol medium^18^. With this aim in mind, we first carried out microarray studies to investigate potential aspirin-induced differential gene expression in EG110 and EG103 yeast cells, after 48 h of cultivation (early to mid-log phase). 

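Between EG110 and EG103 cells, the aspirin effect differed in 662 of the tested probe sets by the interaction test (298 with a more positive effect in EG110 cells and 364 with a more negative one). At an adjusted P below 0.05 alone it differed in 1894. Of the 685 probe sets called with aspirin in EG110 cells, 457 were among the 662. The EG110 and EG103 calls shared 64 probe sets, of which 44 changed in the same direction in both strains and 20 in opposite directions. Over the EG110 calls, which were chosen for a large effect in EG110 cells, the median absolute log2 fold change was 0.81 in EG110 cells and 0.20 in EG103 cells, and 455 had the same sign in both strains. Across all tested probe sets the aspirin effects of the strains correlated with a Pearson r of 0.297 and a Spearman rho of 0.322, where the probe sets are not independent replicates. The coefficient moved most when only the EG110 calls were used, to 0.370.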

The distinct response to aspirin of these two strains, described in past studies carried out in our laboratory^18–20^, was indeed again made immediately apparent in our transcriptome analysis, which showed that aspirin altered the gene expression profile of EG110 cells to a greater and significantly different extent than that of EG103 cells (Figs 1–3). This is particularly true for genes involved in acetyl-CoA synthesis and transport (Table 1).

The dissimilarity in the magnitude of aspirin’s effect on EG110 *versus* EG103 gene expression profiles can be readily explained by the deficiency of the mitochondrial antioxidant enzyme MnSOD in mutant EG110 (but not in wild-type EG103) cells that imparts very distinct gene expression profiles to these two strains (Fig. 1). In fact, GO analysis revealed several enriched pathways in aspirin-untreated EG110 cells with respect to EG103 yeast cells (Supplementary Fig. S4). 

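Without aspirin, 1419 of the tested probe sets (24.8%) were called between EG110 and EG103 cells, 426 of them higher and 993 lower in EG110 cells. The EG110 arrays all lay on 1 side of the EG103 arrays in 73.1% of the tested probe sets, against 10% by chance. These counts include the shift between the strains' distributions, which set the median log2 difference of the tested probe sets at -0.20. After quantile normalization of the 12 arrays together, 1172 were called, 619 higher and 553 lower, of which 978 were also among the 1419. The median absolute log2 difference was 0.35 between the strains, of which the shift is a part, and 0.29 after quantile normalization or median centring. It was 0.20 for aspirin in EG110 cells and 0.11 for aspirin in EG103 cells.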

Interestingly, overall altered expression of genes due to genotypic differences between the two strains accounted for the greatest variance between all analyzed conditions (Fig. 1a). One can speculate that some of these genotype-induced transcriptional adaptations are involved in unfolding the sensitivity to aspirin in MnSOD-deficient EG110 cells. For instance, genes involved in acetyl-CoA synthesis and transport were altered due to the genotype differences, irrespective of aspirin treatment. Several of these genes were already reduced due to the genotype and thus, aspirin further aggravated their down-regulation (Table 1).

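Of the 8 genes of Table 1, 4 were called lower in untreated EG110 than in untreated EG103 cells, with log2 differences of -1.67 for *YAT2* (adjusted P = 3.03e-07 by limma), -0.94 for *CAT2* (6.84e-07), -0.91 for *AGP2* (1.0e-06) and -0.78 for *CRC1* (1.01e-05). These values include the shift between the strains' distributions. With each array centred on its median they were -1.45, -0.72, -0.69 and -0.56, and *CRC1* was then below the fold threshold, so that 3 of the 4 stayed called. After quantile normalization all 4 stayed called. *ADH2* was higher in EG110 cells, by 0.42 (adjusted P = 0.000446 by limma), which is below the fold threshold, and by 0.64 after the centring, which is past it. It was not called after quantile normalization. The differences of *ACS1* (0.14, adjusted P = 0.0685), *CIT2* (-0.12, adjusted P = 0.141) and *SFC1* (-0.09, adjusted P = 0.201) did not pass the threshold. That of *ACS1* was close to it and depended on the fit. It was below 0.05 with the replicate number as a block (0.0389) and with variance shrinkage that followed expression and resisted outliers (0.0430). Without replicate 3 of every group it was 0.0478, and without EG103 untreated replicate 3 it was 0.0483. After the centring *ACS1* was higher in EG110 cells by 0.36 (adjusted P = 0.000187, and between 0.000187 and 0.336 over the alternatives), while *CIT2* and *SFC1* changed sign, to 0.10 (adjusted P = 0.210) and 0.14 (adjusted P = 0.0560). Adjusted over the list alone, 5 of the 8 passed an adjusted P of 0.05, as they did over all tested probe sets.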

The microarray results presented in Table 1 and validated by qRT-PCR (Fig. 4) notably indicated that, in EG110 cells grown in ethanol medium, aspirin significantly downregulated the expression of genes involved in central energy metabolism, particularly in pathways of acetyl-CoA synthesis and metabolite transport to the mitochondria. Subsequent enzyme activity assays confirmed that aspirin markedly impaired the activity of a number of key enzymes required for these acetyl-CoA pathways in MnSOD-deficient cells, but not in wild-type cells. Prominent among these impaired enzymes are the *ADH2*-encoded isoform of alcohol dehydrogenase, Adh2, and the yeast acetyl-CoA synthetase (ACS) enzymes (Table 2). As illustrated in Fig. 7, these enzymes play crucial successive roles in the synthesis of acetyl-CoA in yeast cells grown in ethanol medium^26,33–36^. Whilst this is the first reported incidence of aspirin-induced inactivation of Adh2 and ACS activity in yeast, aspirin has been shown to exert an inhibitory effect on gastric alcohol dehydrogenase activity in humans^53,54^. Furthermore, the aspirin metabolite, salicylate, has been reported to impair mammalian medium-chain acyl-CoA synthetase activity *in vitro*^55^.

**Figure 7:**
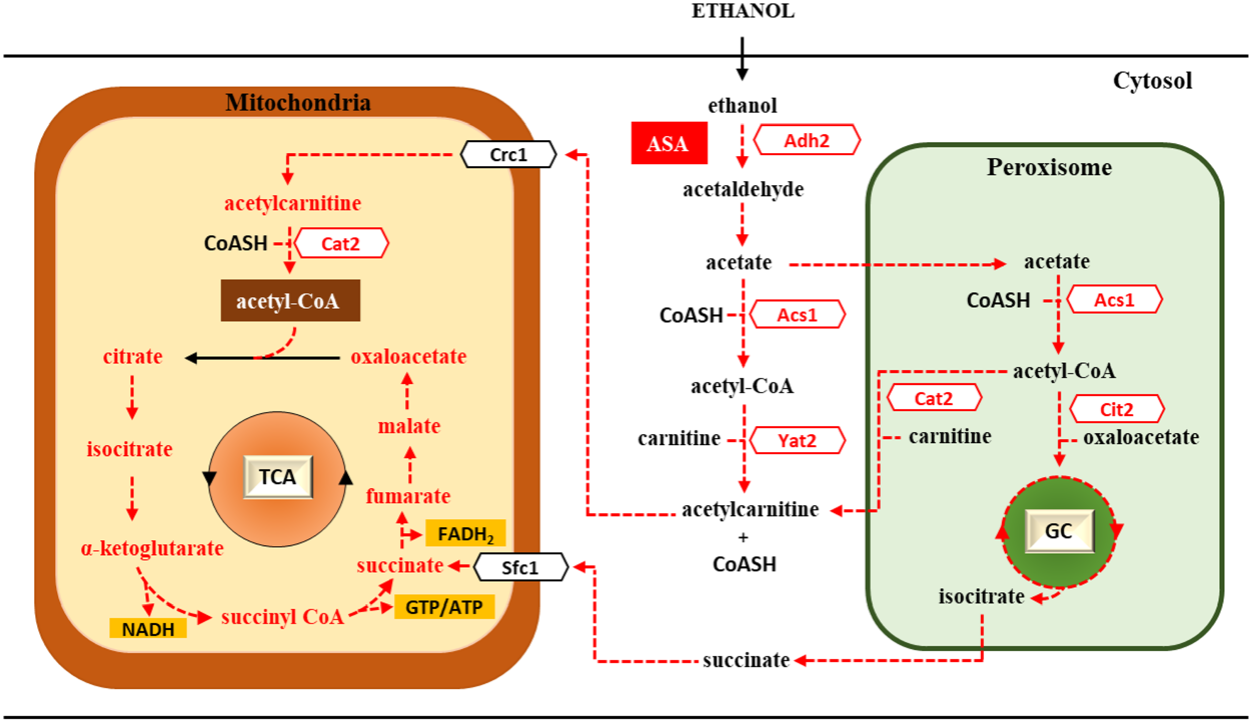
Aspirin-induced impairment of acetyl-CoA metabolism. Aspirin (ASA) downregulates genes involved in the synthesis (*ADH2* and *ACS1*) and transport (such as *CAT2*, *YAT2* and *CIT2*) of acetyl-CoA to the mitochondria and decreases the activity of their gene products in the MnSOD-deficient *Saccharomyces cerevisiae* EG110 cells (downregulated pathways shown in dotted red lines). ATP, adenosine triphosphate; CoA, coenzyme A; CoASH, reduced coenzyme A; FADH_2,_ reduced flavin adenine dinucleotide; GC, glyoxylate cycle; GTP, guanosine triphosphate; MnSOD, manganese superoxide dismutase; NADH, reduced nicotinamide adenine dinucleotide; TCA, tricarboxylic acid cycle.

Likewise, in EG110 cells, aspirin impaired the activities of yeast carnitine acetyltransferases and peroxisomal citrate synthase (Table 2), which respectively play indispensable roles in the carnitine shuttle and glyoxylate pathways to facilitate transport of acetyl-CoA to the mitochondria^37,38,43^ (Fig. 7). Similar findings in mammalian cell models have shown that salicylates interfere with carnitine shuttle transport, by inactivation of carnitine acetyl transferases^56^ and sequestration of both carnitine and reduced coenzyme-A^57^.

Our results, therefore, indicate that in redox-compromised EG110 yeast cells grown in ethanol medium, aspirin heavily interfered with the synthesis of acetyl-CoA and its supply to the mitochondria. This could well account for the energy failure and widespread mitochondrial dysfunction previously observed in aspirin-treated MnSOD-deficient yeast cells, as indicated by a decreased respiratory rate, disrupted mitochondrial membrane potential, and release of cytochrome *c*^20^. Interestingly, since acetyl-CoA is essential for the acetylation status of chromatin histones^58^, inhibition of acetyl-CoA synthesis as indicated in this study might partly explain the downregulation of our genes of interest in aspirin-treated EG110 yeast cells (Table 1, Fig. 4). In support of this, Takahashi and colleagues^59^ showed that inactivation of ACS enzymes is followed by rapid histone deacetylation and significant downregulation of gene expression in yeast. More recent studies have shown that salicylate caused profound histone deacetylation in human leukemia, osteosarcoma and colorectal cancer cell lines^60–62^.

The aspirin-induced disruption of both acetyl-CoA synthesis and transport in EG110 yeast cells, may also have occurred as a consequence of dysfunctional mitochondria, already rendered prone to oxidative stress by their lack of MnSOD. Past work carried out in our laboratory has consistently shown that aspirin-induced apoptosis of MnSOD-deficient yeast cells is preceded by mitochondrial dysfunction-associated events^20^. Prominent among these is the accumulation of mitochondrial superoxide radicals, the attenuation of which (*via* introduction of *Escherichia coli* iron-superoxide dismutase into the mitochondria of EG110 yeast cells) was a key factor in averting aspirin-induced apoptosis^21^. Moreover, in the present study, the induced overexpression of active Adh2 (Fig. 6a), which was heavily impaired by aspirin (Table 2) and lies upstream of all other acetyl-CoA synthesis and transport pathways in yeast grown on ethanol medium^36^ (Fig. 7), failed to prevent aspirin-induced cell death (Fig. 6b,c). This result might suggest that aspirin-induced impairment of yeast Adh2 (Table 2) is due to underlying mitochondrial dysfunction, since activity of this enzyme is regulated by the functional state of mitochondria and is positively induced by metabolites involved in the TCA cycle^63^. In light of all of this, it is strongly implied that the mitochondrial milieu plays a critical role in aspirin-mediated EG110 cell death. In fact, it is not surprising that perhaps, due to the pleiotropic effects of aspirin, restoring activity of a single enzyme within the acetyl-CoA synthesis pathway from ethanol, such as with the overexpression of active Adh2 (Fig. 6a), was not sufficient to completely overcome aspirin-induced mitochondrial acetyl-CoA deficiency and cell death.

The suggested influence of aspirin on acetyl-CoA metabolic pathways in our redox-compromised yeast cells may provide the key for understanding the chemopreventive, antineoplastic effects of aspirin in early developing tumour cells, which also suffer increased oxidative stress and altered metabolism^17,64–66^. The depletion of acetyl-CoA by aspirin would very likely exert an apoptotic effect on target cancer cells, since acetyl-CoA plays a central role in critical cellular pathways such as energy generation and biosynthesis. For example, acetyl-CoA serves as a critical precursor substrate for the *de novo* synthesis of fatty acids mediated by cytosolic fatty acid synthase (FASN), known to be a central factor underlying the survival, uncontrolled proliferation and progression of numerous types of cancer cells^67,68^. The importance of acetyl-CoA metabolism in cancer cells is further underscored by studies which show that the rate of synthesis of acetyl-CoA, mediated by the mammalian cytosolic enzyme acetyl-CoA synthetase (ACSS2), is significantly elevated in several malignant cell lines^67,68^ in order to satisfy their high energy requirements, particularly under conditions of metabolic stress.

The strong reliance of cancer cells on metabolic pathways that supply acetyl-CoA, has recently raised interest in the potential use of antineoplastic agents targeting acetyl-CoA. For instance, studies have shown that targeted inhibition of ACSS2-mediated acetyl-CoA synthesis caused growth inhibition of cultured tumor cells and significantly reduced the growth and size of tumor xenografts in mice^67^. Likewise, targeted disruption of key carnitine shuttle enzymes mediating transport of acetyl-CoA to the cytosol of lymphoma cancer cells for fatty acid synthesis, was shown to cause a cytotoxic depletion of acetyl-CoA and growth inhibition in these cells^69^. In addition, cross-talk between acetylation and histone modifications strongly implicate acetyl-CoA in the regulation of chromatin acetylation and gene expression^70,71^. Hence, the strong association between aspirin and impairment of acetyl-CoA metabolism, highlighted in this study, merits further investigation in the context of aspirin’s anti-cancer properties.

## Supplementary information

Farrugia et al., 2018 - Supplementary Information_ Aspirin impairs acetyl-coenzyme A metabolism in redox-compromised yeast cells

# Supplementary material for: Aspirin impairs acetyl-coenzyme A metabolism in redox-compromised yeast cells
**Source:** Sci Rep. 2019 Apr 16;9:6152. doi: 10.1038/s41598-019-39489-4
**Supplement:** Supplementary file 1 — Farrugia et al., 2018 - Supplementary Information_ Aspirin impairs acetyl-coenzyme A metabolism in redox-compromised yeast cells

**Aspirin impairs acetyl-coenzyme A metabolism in redox-compromised yeast cells**

Gianluca Farrugia<sup>1,2</sup>, Maria Azzopardi<sup>1,2</sup>, Christian Saliba<sup>1</sup>, Godfrey Grech<sup>3</sup>, Angelina S. Gross<sup>4</sup>, Jelena Pistolic<sup>5</sup>, Vladimir Benes<sup>5</sup>, Neville Vassallo<sup>2</sup>, Joseph Borg<sup>6</sup>, Frank Madeo<sup>4,7</sup>, Tobias Eisenberg<sup>4,7,8</sup> and Rena Balzan<sup>1,2\*</sup>

<sup>7</sup> BioTechMed Graz, Graz, Austria.

(\*Corresponding author email address – )

## Supplementary Information (SI) Guide

The file entitled 'Farrugia *et al.*, 2018 - Supplementary Information' contains:

Supplementary Tables S1 showing qRT-PCR (a) target gene primers and (b) reference gene primers;

Supplementary Table S2 showing microarray fold change expression of candidate RT-PCR reference genes.

Supplementary Figures S1 to S3 and S5, which collectively show all our immunoblot results.

Supplementary Figure S4, which shows the GO analysis of differentially expressed mRNA transcripts in mutant, manganese superoxide-dismutase (MnSOD)-deficient, EG110 yeast cells with respect to wild-type, MnSOD-proficient, EG103 yeast cells.

References.

Supplementary Table S1a. qPCR target gene primers used in this study

| Primer Name           | Primer Sequence            | Annealing Temperature (°C) |
|-----------------------|----------------------------|----------------------------|
| <i>ADH2 - Forward</i> | 5-TAGCGCAGTCGTTAAGGCTA-3'  | 54                         |
| <i>ADH2 - Reverse</i> | 5'-GCAAACCAACCAAGACAACA-3' |                            |
| <i>ACSI - Forward</i> | 5'-ACGGGTTGCAGGACTATCAG-3' | 54                         |
| <i>ACSI - Reverse</i> | 5'-CGTTTTAGGGTCTGGGATGA-3' |                            |
| <i>AGP2 - Forward</i> | 5'-GCACGTCCAGTTGATTGCTA-3' | 54                         |
| <i>AGP2 - Reverse</i> | 5'-TTGGAACACACCAAAGAGCA-3' |                            |
| <i>CAT2 - Forward</i> | 5'-CGTGCCCGAATTGAAGTCTA-3' | 54                         |
| <i>CAT2 - Reverse</i> | 5'-CATGTGCTCCGAGAAGTCCT-3' |                            |
| <i>CIT2 - Forward</i> | 5'-TTTGGACCCAGAAGACGGTA-3' | 54                         |
| <i>CIT2 - Reverse</i> | 5'-GTTGGAACCTCGCCAGTTAG-3' |                            |
| <i>CRC1 - Forward</i> | 5'-CCAATTCCGTAAAGGGGTTC-3' | 54                         |
| <i>CRC1 - Reverse</i> | 5'-TCGTTACTGCCTCCTTGCTT-3' |                            |
| <i>SFC1 - Forward</i> | 5'-GGCAATCCGTTTCTCGTCT-3'  | 54                         |
| <i>SFC1 - Reverse</i> | 5'-ACAACCTCCATCGGGTTCAC-3' |                            |
| <i>YAT1 - Forward</i> | 5'-GGCTATTGCGCTCCAGTAGA-3' | 54                         |
| <i>YAT1 - Reverse</i> | 5'-CAGCACGTCGAACCAGTAGA-3' |                            |
| <i>YAT2 - Forward</i> | 5'-GCTTTGCCAAACATCACTCA-3' | 54                         |
| <i>YAT2 - Reverse</i> | 5'-CAGAAATGGAGCCATTGACA-3' |                            |

Supplementary Table S1b. qPCR reference gene primers used in this study

| Primer Name           | Primer Sequence               | Annealing Temperature (°C) |
|-----------------------|-------------------------------|----------------------------|
| <i>GLC7 - Forward</i> | 5'-GAGGATCTAAACCTGGTCAACAA-3' | 54                         |
| <i>GLC7 - Reverse</i> | 5'-TATTGCCCATGAATGTCACC-3'    |                            |
| <i>SMD2 - Forward</i> | 5'-TGGTGACAAGAACACCTGTGA-3'   | 54                         |
| <i>SMD2 - Reverse</i> | 5'-GCCCTTCTTCTCTGTCCAAA-3'    |                            |

| Supplementary Table S2. GeneChip Yeast Genome 2.0 Microarray (Affymetrix) fold change (FC) expression of candidate reverse transcriptase polymerase chain reaction (RT-PCR) reference genes |                               |             |                                                                                                                                                                                                                                                                             |                            |                                       |                     |                                    |                     |                       |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------|-------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------|---------------------------------------|---------------------|------------------------------------|---------------------|-----------------------|
| Probesets                                                                                                                                                                                   | Systematic Name<br>Ensembl ID | Gene Symbol | Definition and Metabolic Function                                                                                                                                                                                                                                           | EG110 + ASA vs<br>EG110 FC | EG110 +<br>ASA vs<br>EG110 Log2<br>FC | Adjusted<br>P-value | EG103 + ASA<br>vs EG103<br>Log2 FC | Adjusted<br>P-value | Significance<br>of FC |
| 1777225_ at                                                                                                                                                                                 | YER133W                       | <i>GLC7</i> | Type 1 serine/threonine protein phosphatase catalytic subunit, involved in many processes (eg: glycogen metabolism, sporulation, mitosis); accumulates at mating projections by interaction with Afr1p; interacts with many regulatory subunits [Source:SGD;Acc:S000000935] | -1.083                     | -0.116                                | 0.244               | -1.047                             | 0.599               | NS                    |
| 1770868_ at                                                                                                                                                                                 | YLR275W                       | <i>SMD2</i> | Core Sm protein Sm D2; part of heteroheptameric complex (with Smb1p, Smd1p, Smd3p, Sme1p, Smx3p, and Smx2p) that is part of the spliceosomal U1, U2, U4, and U5 snRNPs; homolog of human Sm D2 [Source:SGD;Acc:S000004265]                                                  | -1.066                     | -0.092                                | 0.346               | 1.108                              | 0.297               | NS                    |
| Not significant (NS), $P > 0.05$ , aspirin treatment versus no treatment, moderated $t$ -test.                                                                                              |                               |             |                                                                                                                                                                                                                                                                             |                            |                                       |                     |                                    |                     |                       |

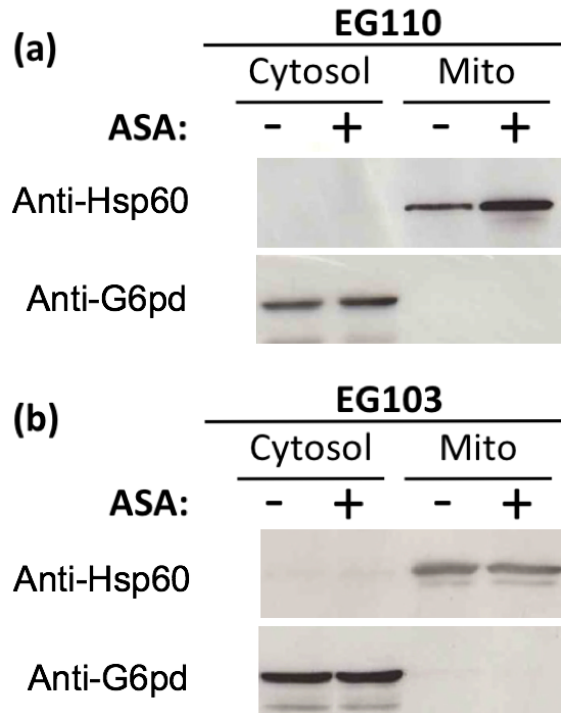

**Supplementary Figure S1. Immunoscreening by chemiluminescence to confirm lack of cross-contamination between cytosolic and mitochondrial extracts.** Immunoscreening by chemiluminescence for the cytosolic protein glucose-6-phosphate dehydrogenase (G6pd) (using polyclonal rabbit anti-G6pd<sup>72</sup>, Sigma-Aldrich, A9521, 1:7500) and the mitochondrial matrix protein Hsp60 (using monoclonal mouse anti-Hsp60<sup>73</sup>, Abcam, ab59458, 1:1000) was carried out in both the cytosolic and mitochondrial extracts of *Saccharomyces cerevisiae* (a) EG110 (MnSOD-deficient) and (b) EG103 (wild-type) cells grown aerobically in YPE medium in the absence (-) and presence (+) of aspirin (ASA). The electroblotting on to the nitrocellulose membranes was carried out from 5% (w/v) stacking, 12% (w/v) resolving acrylamide gels after sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). The two left lanes and the two right lanes of each immunoblot were loaded with equal amounts of cytosolic and mitochondrial extracts, respectively. The immunoblots displayed above are representative of at least three biological replicates of EG103 and EG110 yeast cell cultures grown in the absence and presence of aspirin in YPE medium. Cropping of immunoblot images was carried out using Microsoft Word. The full-length untouched immunoblot images are presented in Supplementary Figures S2 and S3.

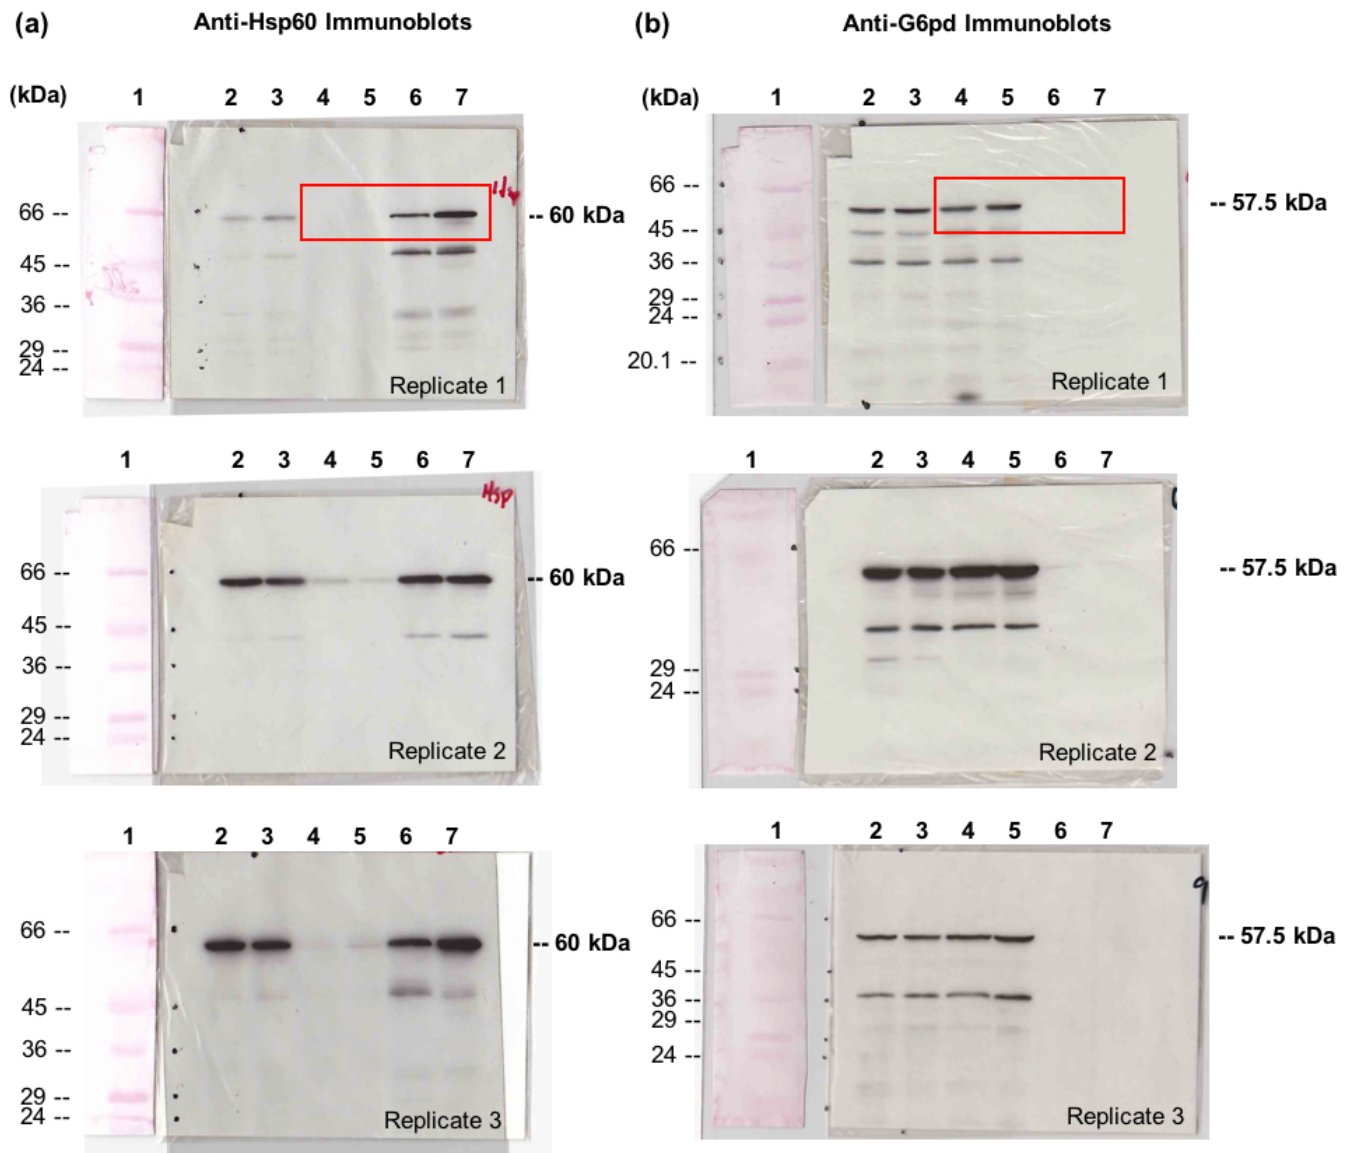

**Supplementary Figure S2. Immunoscreening by chemiluminescence to confirm lack of cross-contamination between cytosolic and mitochondrial extracts of *Saccharomyces cerevisiae* EG110 cells: full-length blots.** Immunoscreening by chemiluminescence for (a) mitochondrial matrix protein Hsp60 (using monoclonal mouse anti-Hsp60<sup>73</sup>, Abcam, ab59458, 1:1000) and (b) cytosolic protein glucose-6-phosphate dehydrogenase (G6pd) (using polyclonal rabbit anti-G6pd<sup>72</sup>, Sigma-Aldrich, A9521, 1:7500) was carried out against molecular weight (MW) marker proteins (Sigma, Catalog number: SDS7), in the total cell extract (TCE), cytosolic extract (Cyto) and mitochondrial extract (Mito) of *S. cerevisiae* manganese superoxide-dismutase (MnSOD)-deficient EG110 cells grown aerobically in ethanol medium (YPE) for 48 h in the absence and presence of aspirin (ASA). Lanes 1, MW Marker; Lanes 2, TCE; Lanes 3, TCE + ASA; Lanes 4, Cyto; Lanes 5, Cyto + ASA; Lanes 6, Mito; Lanes 7, Mito + ASA. The electroblotting on to the nitrocellulose membranes was carried out from 5% (w/v) stacking, 12% (w/v) resolving acrylamide gels after sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Equal amounts of TCE, cytosolic and mitochondrial extracts were loaded into the wells. The immunoblot images are displayed in full, with their original light exposure. The red rectangle shows the cropped region from the original immunoblot images used for Figure S1. Cropping of representative blots for Supplementary Figure S1 was carried out using Microsoft Word.

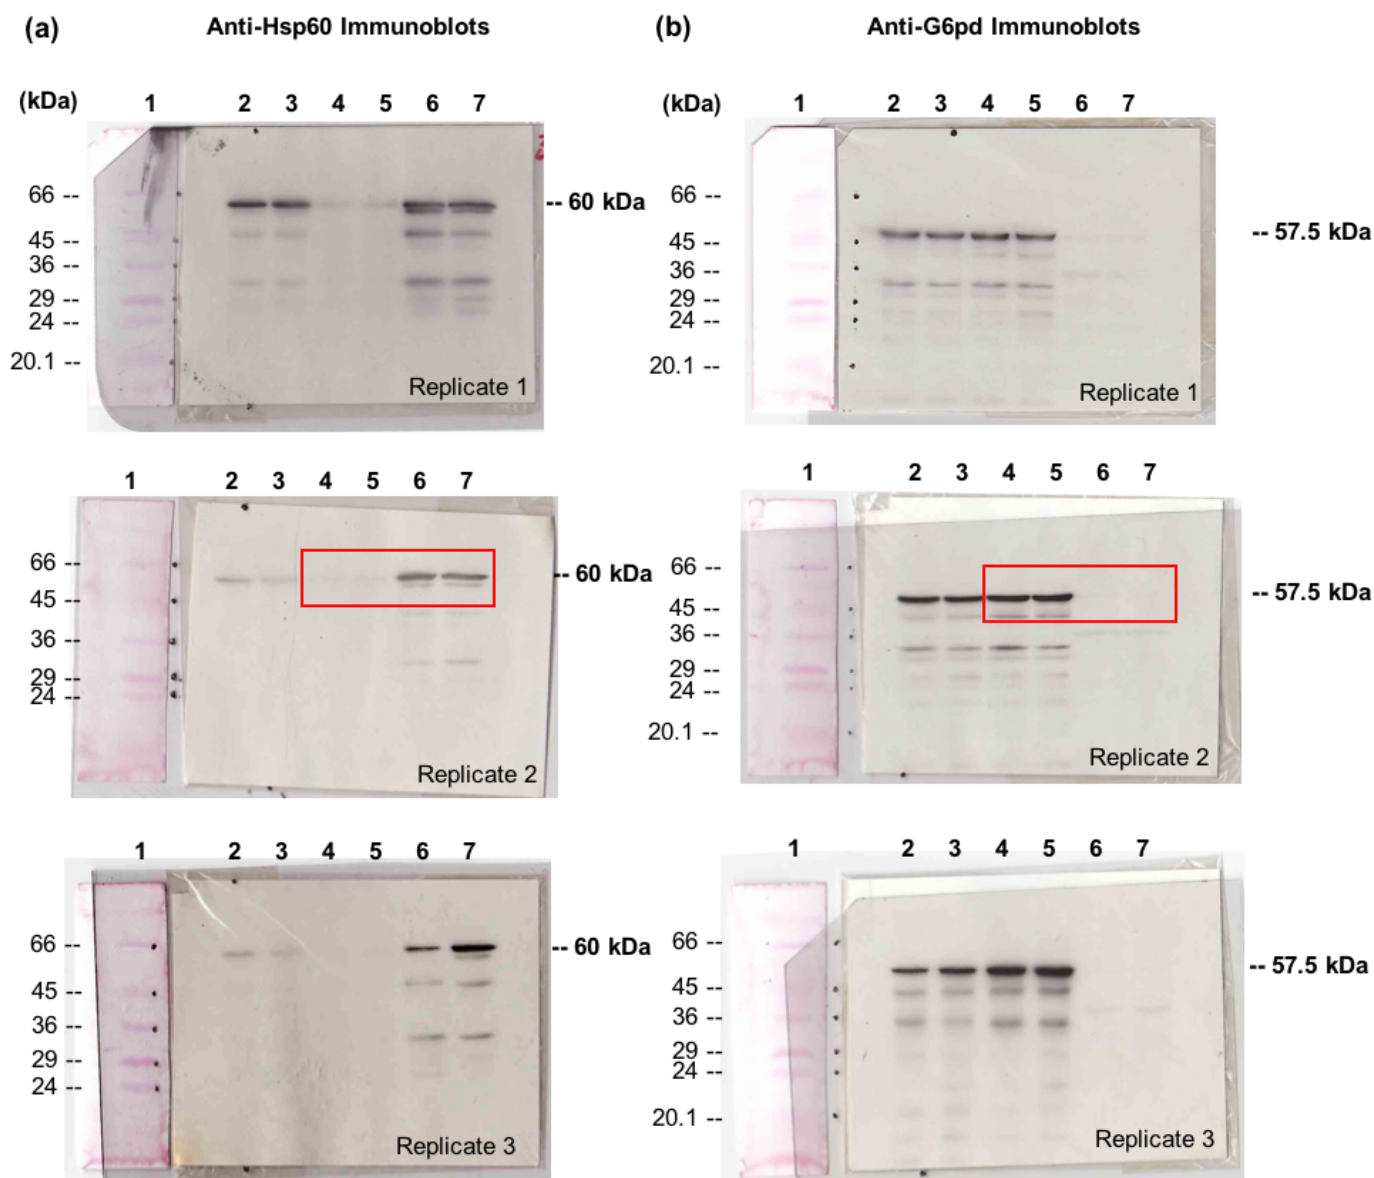

**Supplementary Figure S3. Immunoscreening by chemiluminescence to confirm lack of cross-contamination between cytosolic and mitochondrial extracts of *Saccharomyces cerevisiae* EG103 cells: full-length blots.** Immunoscreening by chemiluminescence for (a) mitochondrial matrix protein Hsp60 (using monoclonal mouse anti-Hsp60<sup>73</sup>, Abcam, ab59458, 1:1000) and (b) cytosolic protein glucose-6-phosphate dehydrogenase (G6pd) (using polyclonal rabbit anti-G6pd<sup>72</sup>, Sigma-Aldrich, A9521, 1:7500) was carried out against molecular weight (MW) marker proteins (Sigma, Catalog number: SDS7), in the total cell extract (TCE), cytosolic extract (Cyto) and mitochondrial extract (Mito) of *S. cerevisiae* wild-type EG103 cells grown aerobically in ethanol medium (YPE) for 48 h in the absence and presence of aspirin (ASA). Lanes 1, MW Marker; Lanes 2, TCE; Lanes 3, TCE + ASA; Lanes 4, Cyto; Lanes 5, Cyto + ASA; Lanes 6, Mito; Lanes 7, Mito + ASA. The electroblotting on to the nitrocellulose membranes was carried out from 5% (w/v) stacking, 12% (w/v) resolving acrylamide gels after sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Equal amounts of TCE, cytosolic and mitochondrial extracts were loaded in the wells. The immunoblot images are displayed in full, with their original light exposure. The red rectangle shows the cropped region from the original immunoblot images used for Figure S1. Cropping of representative blots for Supplementary Figure S1 was carried out using Microsoft Word.

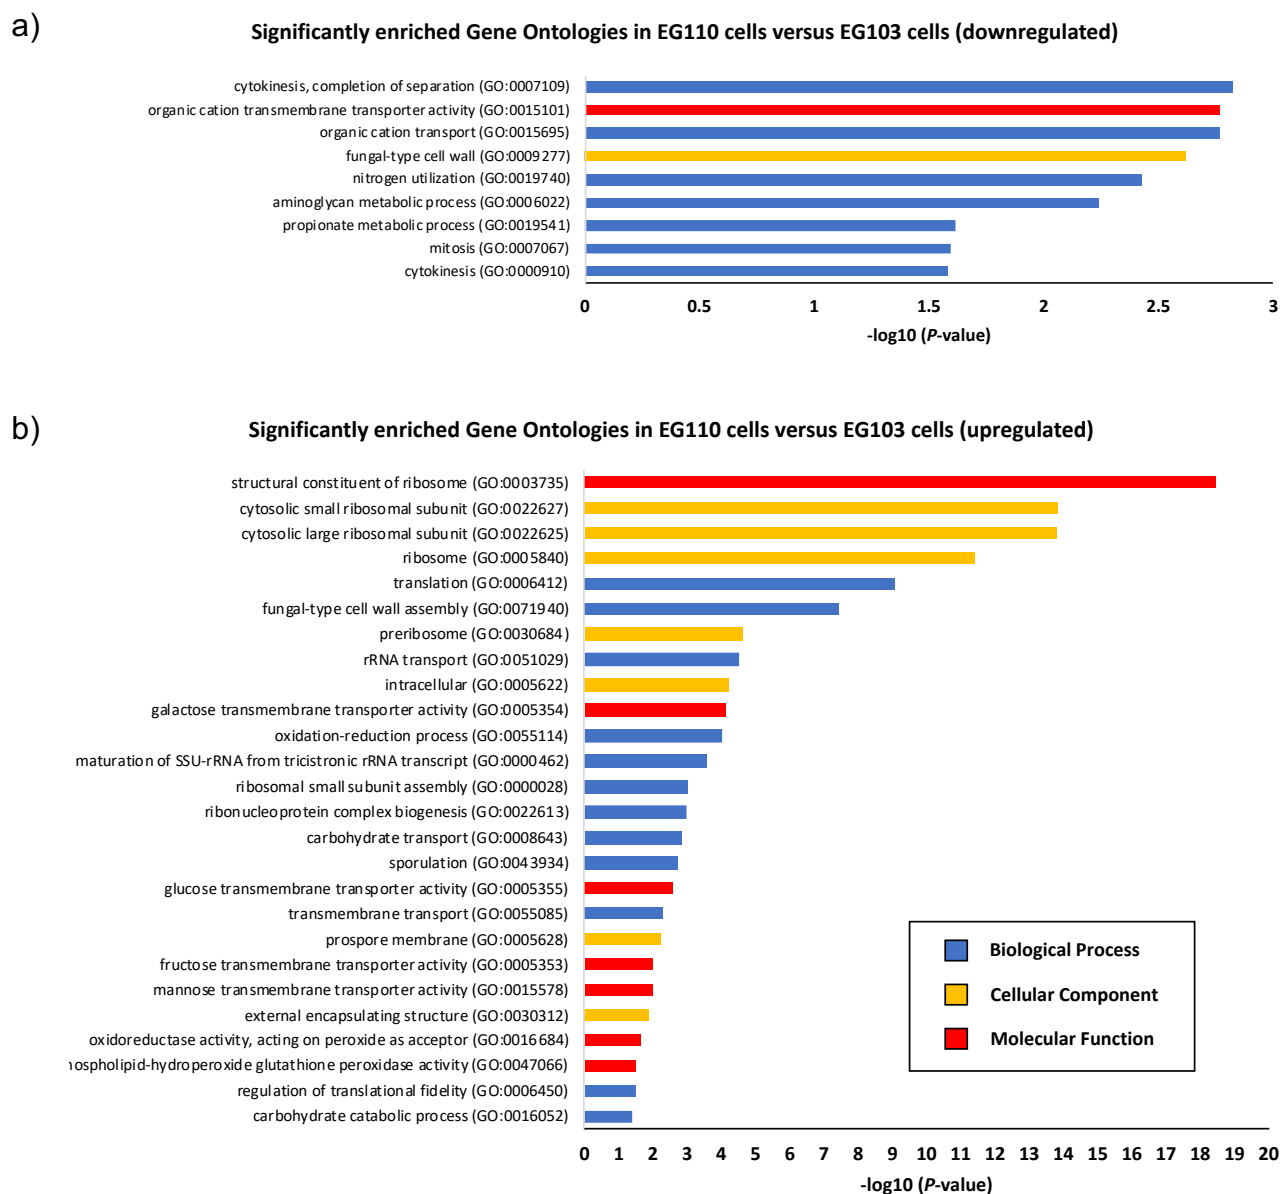

**Supplementary Figure S4. Gene Ontology (GO) analysis of differentially expressed mRNA transcripts in aspirin-untreated MnSOD-deficient EG110 yeast cells relative to wild-type EG103 yeast cells.** All statistically significant GO terms of (a) downregulated and (b) upregulated mRNA transcripts are shown, each belonging to one of the following GO categories: biological processes (blue bars), cellular components (yellow bars) or molecular function (red bars). The calculated  $-\log_{10}(P\text{-value})$  values reflect the statistical significance of each GO term enrichment.

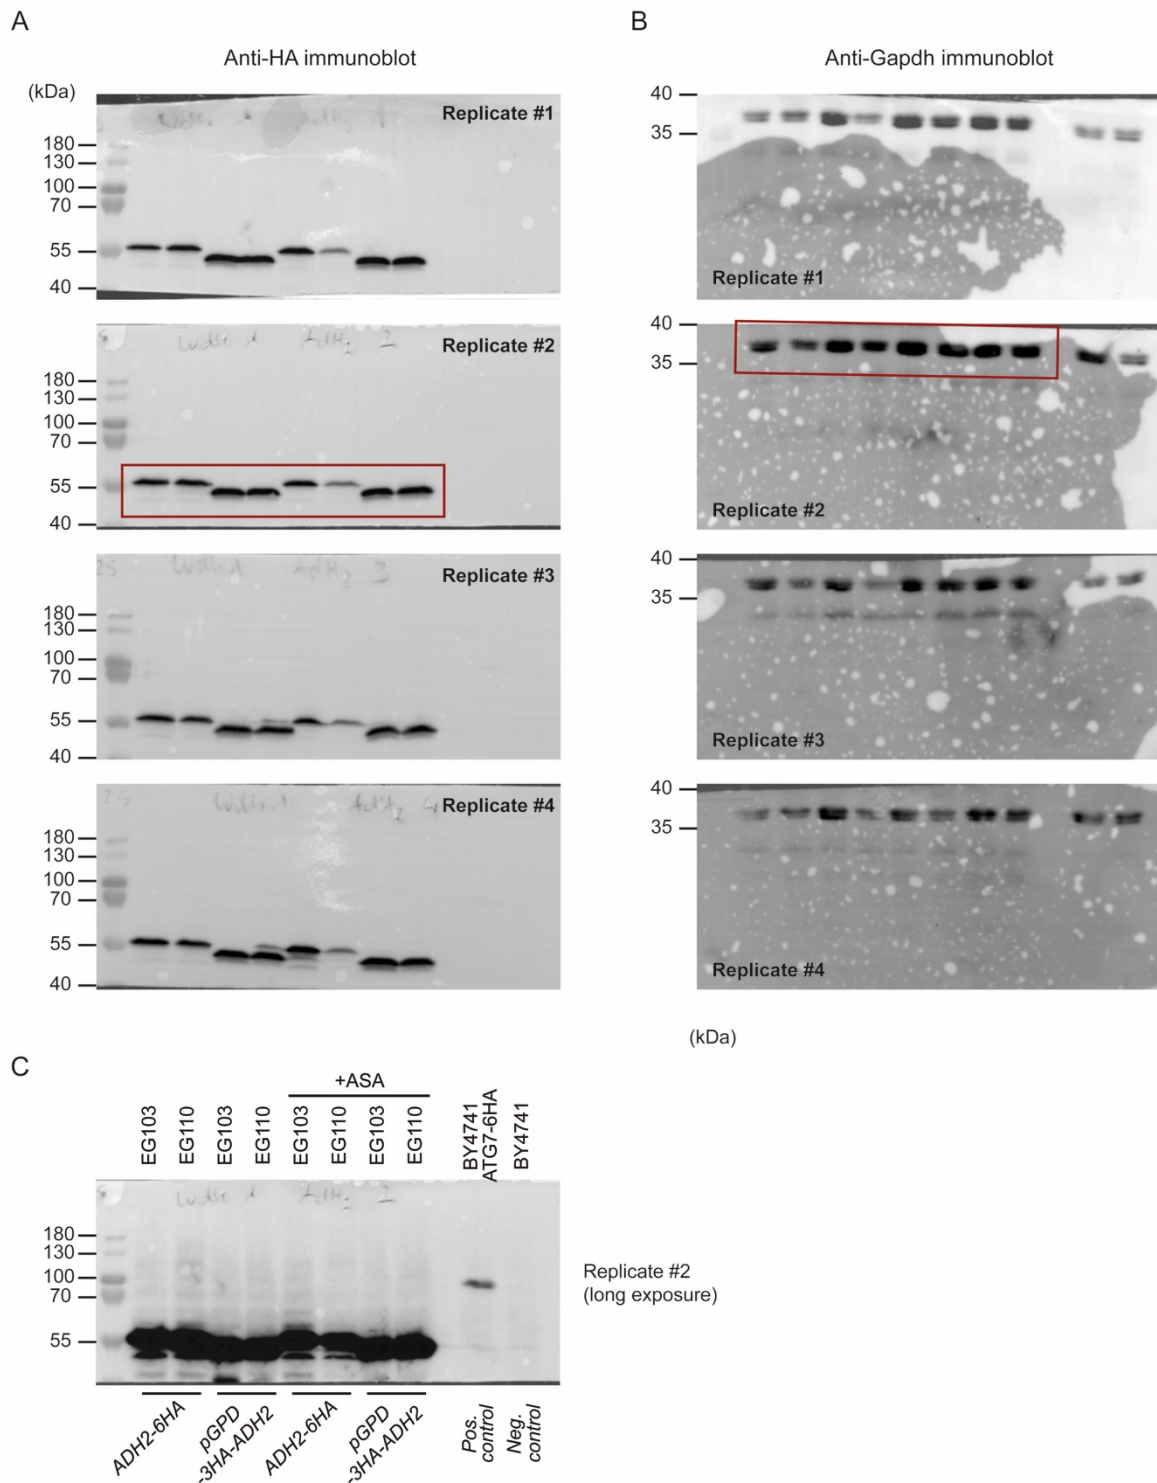

**Supplementary Figure S5. Full scan images of the immunoblot presented in Figure 5 and similar replicates.** Immunoblots were cut along the 40 kDa marker line and probed with commercially available and characterized antibodies specific for (A) HA (Sigma-Aldrich, H9658) or (B) Gapdh (ThermoFisher, MA5-15738, 1:10.000). The immunoblot images were overlaid with the respective colorimetric photograph to visualize the molecular weight marker PageRuler Prestained Protein Ladder (ThermoFisher, #26616). Respective images were obtained using the ChemiDoc Touch system (Bio-Rad) and Image Lab Software (Bio-Rad) version 5.2.1 with automatically detected optimal exposure times to avoid signal saturation (using the automatic exposure option of Image Lab Software). The red rectangle depicts the cropped region from original immunoblot images used for Figure 5. Linear

adjustments (using Adobe Photoshop CS2) of brightness (+20) and contrast (+10) were applied to the total cropped area. (C) Overexposed immunoblot of replicate #2 demonstrating specificity of the HA-specific antibody using BY4741 wild-type yeast extracts as a negative control (Neg. control), and BY4741 *ATG7-6HA* strain<sup>74</sup> extracts as a positive control (Pos. control).

### References for Supplementary Figures

72. Guerriero, C.J., Weiberth, K.F. & Brodsky, J.L. Hsp70 targets a cytoplasmic quality control substrate to the San1p ubiquitin ligase. *J. Biol. Chem.* **288**,18506-18520. <https://doi.org/10.1074/jbc.M113.475905> (2013).
73. Bivi, N. *et al.* Transcriptome and proteome analysis of osteocytes treated with nitrogen-containing bisphosphonates. *J. Proteome Res.* **8**, 1131-1142. <https://doi.org/10.1021/pr8005606> (2009).
74. Eisenberg, T. *et al.* Nucleocytosolic depletion of the energy metabolite acetyl-coenzyme A stimulates autophagy and prolongs lifespan. *Cell Metab.* Mar 4;19(3):431-44. <https://doi.org/10.1016/j.cmet.2014.02.010>. (2014).

How the deposited data were processed for this re-analysis (not part of the article)

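The data are log2 expression values of 12 Affymetrix GeneChip Yeast Genome 2.0 arrays, 3 biological replicates each of EG110 and EG103 cells grown for 48 h in ethanol medium with 15 mM aspirin or without it. The authors made the log2 values from the scanned arrays by the robust multi-array average method in AltAnalyze, and deposited them in 1 table with their fold changes. These are log2 and signed linear fold changes of aspirin-treated against untreated cells of the same strain. The P-values in the deposited table, unadjusted and Benjamini-Hochberg-adjusted, were computed by the authors in the same program from moderated t-statistics. The distributions of the arrays were nearly equal within each strain and shifted between the strains, and the paper's text does not state whether the arrays of both strains were normalized together. Values were used as deposited, with no further normalization in the fit that the passages report. No column of values per array was left unused.

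Of the probe sets in the table, 5716 are paired with an *S. cerevisiae* gene and were tested, 4999 have no *S. cerevisiae* gene, and 213 are controls. Of the tested probe sets, 140 list several genes, and 16 genes have more than 1 probe set. No filter on low values was applied. Conditions and replicate numbers were taken from the sample labels. The genome annotation of assembly R64 was used only to match gene names and synonyms, and no positions were used, since the deposited table names no assembly.

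Probe sets were tested with limma 3.58.1 in R 4.3.3, with the 4 groups in 1 linear model (8 residual degrees of freedom), and P-values were adjusted by the Benjamini-Hochberg method over the 5716 tested probe sets within each comparison. The comparisons were aspirin against no aspirin in EG110 cells, the same in EG103 cells, untreated EG110 against untreated EG103 cells, and the interaction, which is the aspirin effect in EG110 cells minus that in EG103 cells. A probe set was called at an adjusted P below 0.05 and a fold change of at least 1.5. Adjusted P-values in the text are limma's unless another test is named, and errors of log2 fold changes are limma's moderated standard errors. The two-sided exact permutation test of a single probe set cannot give a P below 0.1 with 3 arrays against 3. The number of arrays limits the precision. Principal components were computed over all probe sets but the controls, centred and scaled to unit variance, and hierarchical clustering used the probe sets called in EG110 cells. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

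The genes named in the text were chosen by rule. They are the genes the paper names for the arrays, the 5 called probe sets with the largest rise and the 5 with the largest fall with aspirin in each strain among those whose groups do not overlap, and the 3 with the largest rise and the 3 with the largest fall in the comparison of the strains and in the interaction. In total, 11 gene lists were fixed beforehand, for genes controlled by Adr1 and Cat8, the tricarboxylic acid cycle, the respiratory chain, the iron regulon, oxidative stress, weak acid and drug export, pheromone and mating, DNA replication, septum separation, cytosolic ribosomal proteins and histones. They were tested with camera at its preset correlation between genes, adjusted over the 44 pairs of list and comparison, and again with fry and with an estimated correlation. Lists of stress and reserve carbohydrate genes, of genes repressed by Rgt1 and of phosphate genes, and the Adr1 and Cat8 list without the genes of Table 1, were added after the first results had been seen, and adjusted over their own 16 pairs. Gene Ontology enrichment was not computed, since no Gene Ontology terms were used here. The quantitative PCR, enzyme, immunoblot, growth and viability data of the paper were not analysed here.

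The replicate numbers were checked for pairing by the correlation, across probe sets, of the deviations of arrays with the same number from their group means. It was 0.229, 0.142 and 0.343 for the aspirin-treated and untreated EG110 arrays, 0.0166, 0.485 and 0.450 for those of EG103, and 0.209, -0.285 and -0.141 between the untreated arrays of the strains. All 3 values were positive in EG110 cells, and in EG103 cells the last 2 were the largest. Arrays with different numbers were not compared, and the values between the strains reached 0.209 and -0.285. Whether the numbers mark pairs therefore stays open, and a fit with the replicate number as a block was among the alternatives. The other alternatives left out each replicate number or array in turn, normalized the arrays again by quantiles, centred each array on its median, left out the 25% of probe sets with the lowest expression, let the variance shrinkage follow the expression level and resist outliers, used the methods' t-test with and without adjustment, fitted only the 6 arrays compared, changed the fold threshold, tested all probe sets but the controls, and averaged the probe sets of a gene. The analysis was tested on simulated data of the same size, in which 200 of 5716 probe sets were changed by 1 log2 unit. There, 199 (99.5%) were called in the EG110 comparison and 194 (97.0%) in the interaction. The simulated noise was independent between probe sets and between arrays and held no strain difference. Recovery of single probe sets with smaller changes, such as the -0.68 of *SFC1* with aspirin in EG110 cells, was not tested.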

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

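The tests of the shift between the strains' values, of a shift of whole arrays alone, of the spread between EG103 replicates and of the Adr1 and Cat8 list without the Table 1 genes were chosen only after the result was seen, and the lists of stress and reserve genes, Rgt1 genes and phosphate genes were drawn up after the changes they follow up had been seen. The comparisons, the 11 gene lists and the alternatives not named as added later were set before the data were examined.

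Aspirin acted differently in the strains in 662 probe sets by the interaction test, in which 298 had a more positive and 364 a more negative effect in EG110 cells. In EG110 cells, 689 probe sets passed the fold threshold alone, against 151 in EG103 cells, so a larger spread between EG103 replicates is not why fewer were called in EG103 cells. Within each strain, no other split of the 6 arrays into 3 and 3 gave as many called probe sets as the labelled one, for aspirin in EG110 cells (1 of 10 splits), for aspirin in EG103 cells (1 of 10) or for the untreated strains (1 of 10). The other splits gave at most 1 called probe set, but with 10 splits this count cannot by itself exclude chance. Whether the EG110 replicate numbers mark pairs stays open. If they do, of the 4 splits that part all 3 pairs of EG110 numbers, 1 gave as many, the labelled one. For the interaction, 7 of 100 splits within the strains, the labelled one included, gave as many called probe sets, up to 1118, so this count by itself does not exclude chance. A count made after that result showed that the 6 drawn splits with as many all kept the EG110 arrays in their labelled groups, as 11 drawn splits did, and so carry the whole aspirin effect of EG110 cells into the interaction, while the others gave at most 42. The count is therefore no clean test of chance, and nothing is concluded from it. Quantile normalization across the strains left 660 called, of which 610 were among the 662. A difference between the strains in how aspirin acts stays open as the biological explanation. The pH of the aspirin medium was adjusted with Trizma base, and the paper's text names no such addition to the untreated medium, so an effect of aspirin is not separated from one of that adjustment.

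The aspirin effect differed between the strains for all 8 genes of Table 1, each more negative in EG110 cells, though *SFC1* fell short of the fold threshold under 3 alternatives. Because the study chose these genes on the same arrays for their fall in EG110 cells, this is not independent evidence. The 3 genes with the most positive interaction were *HXT4* at 3.75 (adjusted P = 6.67e-08), *SET6* at 2.84 (3.50e-07) and *DSE1* at 2.65 (8.11e-06), and those with the most negative were *PHO89* at -4.66 (7.18e-06), *ADY2* at -4.08 (3.55e-07) and *AQY1* at -2.89 (1.92e-05). In EG103 cells the aspirin effects on these genes were 0.44, -0.20, 0.11, -0.39, -0.27 and 0.54, in the same order. *SET6* had a mean log2 expression of 5.15 and 5.35 in the EG103 groups, near the background, which leaves little room for a fall to show there. None of the 6 calls changed under the alternatives run.

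Of the 11 gene lists, 7 had an interaction past the threshold by camera. The genes controlled by Adr1 and Cat8 had a median interaction of -0.66 (23 of 29 negative, adjusted P = 8.53e-11), and the pheromone and mating list had -0.28 (adjusted P = 0.00206). The others were positive, with medians of 0.11 for the tricarboxylic acid cycle (adjusted P = 0.0361), 0.14 for the respiratory chain (0.00117), 0.45 for the iron regulon (0.000224), 0.45 for DNA replication (30 of 31 positive, adjusted P = 1.32e-08) and 0.48 for septum separation (12 of 15 positive, adjusted P = 1.94e-05). By fry, 5 of the 7 passed, while the tricarboxylic acid cycle (0.118) and the respiratory chain (0.0825) did not. With a correlation between genes estimated from the data, camera called 0 of the 44 pairs of list and comparison, with 9 at an unadjusted P below 0.05 and a lowest adjusted P of 0.0673, against 18 at the preset correlation and 26 by fry. The calls by camera therefore depend on the assumed correlation between genes. The tricarboxylic acid cycle interaction was also lost without replicate 2 of every group (adjusted P = 0.0790, and 0.00974 to 0.793 over its alternatives).

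The fall of the Adr1 and Cat8 list in EG110 cells (median -0.76, 26 of 29 lower, adjusted P = 4.15e-11) was not confined to the Table 1 genes. The other 21 probe sets had a median of -0.53 (18 lower, adjusted P = 2.85e-06 by camera, 6.74e-08 by fry and 0.0500, just above the threshold, with the estimated correlation), which argues against the Table 1 genes alone carrying it. If the untreated EG110 cultures were further on towards stationary phase, stress and reserve carbohydrate genes would be lower with aspirin, and they had a median of -0.34 (8 of 10 lower, adjusted P = 0.0472 by camera, 0.000138 by fry and 0.324 with the estimated correlation). *SSA3*, a member of that list, had been seen before the test. This explanation stays open. Whether the stress and reserve list responds differently in the strains depends on the test (interaction -0.07, adjusted P = 0.292 by camera and 0.0164 by fry). A direct effect of aspirin on these genes in EG110 cells also stays open, and no test here separates them. The lists of cytosolic ribosomal proteins and histones did not change in EG110 cells, with medians of 0.0067 and 0.0069 (adjusted P = 0.918 for both).

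The largest aspirin effects in EG110 cells were in genes that the paper does not discuss. The rises were 4.25 for *PDR12*, 4.19 for *HXT4*, 2.76 for *DSE1*, 2.73 for *MIG2* and 2.64 for *SET6*, and the falls -5.05 for *PHO89*, -4.35 for *ADY2*, -2.85 for *SUL1*, -2.82 for *BOP2* and -2.79 for YLR012C. Their adjusted P-values were at most 4.25e-05, and no alternative run changed a call. *PDR12* exports weak acids and rose in both strains, more in EG110 cells (interaction 2.07, adjusted P = 0.000111), from an untreated level that was lower in EG110 cells by a log2 difference of -2.18, a value that includes the shift between the strains. *HXT4* and *MIG2* are induced by glucose, so a candidate explanation is a signal through the repressor Rgt1. The other 8 Rgt1 genes tested had a median of 0.68 in EG110 cells (6 of 8 higher, adjusted P = 0.0496 by camera, 0.000121 by fry, 0.324 with the estimated correlation), which is consistent with it. They rose in EG103 cells too, with a median of 0.28 (7 of 8 higher, adjusted P = 0.0472), and whether the strains differ depends on the test (interaction 0.28, adjusted P = 0.160 by camera and 0.0248 by fry). *PHO89* and *SUL1* carry phosphate and sulfate, and the other phosphate genes had a median of -0.12 in EG110 cells (8 of 9 lower, adjusted P = 0.148 by camera, 0.0248 by fry, 0.524 with the estimated correlation). A fall of the phosphate regulon therefore stays open, since the tests disagree. No technical explanation was tested for single genes beyond the alternatives.

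In EG103 cells the largest effects were likewise in genes the paper does not discuss. These were YGL015C at 2.22, *PDR12* at 2.19, *MGA1* at 1.78, *NDJ1* at 1.51, *ICY2* at 1.43, *FMP45* at -1.44, *GTO3* at -1.41, *SPG1* at -1.22, *SUL1* at -1.20 and *FIT1* at -1.12. By the interaction test, *FMP45* (0.35, adjusted P = 0.246), *SPG1* (-0.02, 0.968) and *ICY2* (-0.81, 0.0810) were not shown to respond differently in EG110 cells, while YGL015C (-1.21, 0.00612), *MGA1* (-2.04, 0.00149), *NDJ1* (-1.05, 0.000308), *GTO3* (1.21, 0.000101), *SUL1* (-1.65, 0.0247) and *FIT1* (1.47, 0.00374) were. The calls of *ICY2* and *FIT1* were lost without replicate 1 of every group (adjusted P = 0.0731 and 0.126). That of *SUL1* was lost without each single EG103 array and without replicate 1 (0.268) or 2 (0.135). The pooled variance of *SUL1* includes a large spread in untreated EG110 cells (SD 0.96, against 0.14 in both EG103 groups). After adjustment of the methods' t-test, *MGA1* (0.0893), *ICY2* (0.0980), *FMP45* (0.0544), *SPG1* (0.0924) and *FIT1* (0.136) were also not past the threshold. Over the alternatives the adjusted P lay between 0.00114 and 0.0980 for *ICY2*, 0.000483 and 0.136 for *FIT1*, 0.000469 and 0.268 for *SUL1*, 0.000280 and 0.0893 for *MGA1*, 0.000116 and 0.0544 for *FMP45*, and 0.000127 and 0.0924 for *SPG1*. No biological explanation was tested.

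Of the 4999 probe sets without an *S. cerevisiae* gene, 2349 differed between untreated EG110 and EG103 cells at an adjusted P below 0.05, and 468 were called. The paper does not report on these probe sets, whose signal stands for the background of the arrays. Their median log2 difference between the strains was -0.18, close to the -0.20 of the tested probe sets. Normalization of each strain's arrays on their own fits that shift, and so would any other difference between the hybridizations of the strains, which the design cannot separate from the strain itself. A shift of whole arrays alone is argued against, because after quantile normalization across the 12 arrays 1666 (33.3%) of them still differed, with a median of -0.01, and 306 were called. Cross-hybridization of *S. cerevisiae* transcripts could add differences in the brighter probe sets. Among the dimmer ones 25.4% differed and among the brighter ones 41.3%. By the expectation written beforehand this would have counted against cross-hybridization as the whole source, but probe sets near the background exclude nothing, so it stays open. The strain's genotype stays open as well.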

How the results depend on the processing

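The alternatives set after the values were seen were the replicate block within each strain and the centring on the *S. pombe* probe sets, and both are named as such here. Of the results in main comparisons, 119 values under alternatives lay within the limits set for a stable result and 26 moved. Of the values of named genes, 1665 kept their side of an adjusted P of 0.05, among them 29 whose sign changed while neither value passed it, 42 no longer passed it, 17 newly passed it, and 4 changed sign where at least 1 of the values passed it. Of the list values, 224 kept their side, 24 were lost, 13 were gained and 3 reversed.

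The 8 Table 1 genes were called lower in EG110 cells under all alternatives that kept the fold threshold, which includes leaving out replicates (8 to 8), and 5 of them at a fold of at least 2. In the interaction, where all 8 kept an adjusted P below 0.05, *SFC1* (-0.61) fell short of the fold threshold without replicate 1 of every group (-0.55), without EG110 aspirin replicate 1 (-0.55) and after quantile normalization (-0.56), and the cause was not tested. With the replicate block, 684 probe sets were called in EG110 cells, 146 in EG103 cells, 1418 between the strains and 662 in the interaction, of which 683, 146, 1418 and 657 were also called without it. The block within each strain, added later, gave 686 and 148. Leaving out replicate numbers or single arrays gave 664 to 720 in EG110 cells, 72 to 195 in EG103 cells, 1384 to 1533 between the strains and 580 to 716 in the interaction. The 72 came without replicate 1 of every group, and 67 of them were among the 149. Where this leaves 2 arrays in a group, the variance is pooled over the groups by limma.

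Without the dimmest 25% of probe sets, the counts were 418, 97, 940 and 401, all among the main calls, since fewer probe sets were tested. With no fold threshold they were 2987, 1175, 4151 and 1894, and with a fold of at least 2 they were 197, 27, 404 and 206, by construction. The methods' t-test with adjustment called 636 in EG110 cells, 60 in EG103 cells and 1373 between the strains. The cause of the count in EG103 cells was not tested. Without adjustment it called 669, 145 and 1386 in the EG110, EG103 and strain comparisons. It was not run for the interaction, because it compares only a pair of groups. Fitting only the 6 arrays compared gave 678, 147 and 1415. Testing all probe sets but the controls gave 684, 141, 1887 and 646, and averaging the probe sets of a gene gave 684, 149, 1413 and 661. After quantile normalization 700, 144, 1172 and 660 were called, of which 652, 134, 978 and 610 were also called before it. Gene Ontology terms were not run.

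The direction of the strain differences depended on the scaling. As deposited, 30.0% of the called probe sets were higher in EG110 cells, against 52.8% after quantile normalization, 61.9% after centring on the array median and 55.2% after the later centring on the *S. pombe* probe sets. *GLC7* reversed between the strains to 0.0779 and 0.0310 under these centrings (adjusted P = 0.174 and 0.590), and *YAT1*, with a mean log2 expression of 5.14 to 5.31 in the 4 groups, reversed to 0.19 after quantile normalization and 0.21 after median centring. At that level the signal over background limits any statement.

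Of the 4 tests of the reference genes, 1 passed the threshold with median centring and 1 with the shrinkage that follows expression and resists outliers, *GLC7* in EG110 cells in both cases, and the cause was not tested. It passed as well without EG110 untreated replicate 2. *SMD2* in EG103 cells passed without EG103 untreated replicate 1 (adjusted P = 0.0358). Without each replicate number none of the 4 passed (0 to 0 by limma).

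PC1 explained 68.0% with centring only and 45.0% after quantile normalization. PC2 explained 22.4% over the *S. cerevisiae* probe sets, 17.7% without the dimmest 25% and 16.6 to 17.4% without replicates. The cause was not tested. The correlation of aspirin effects was 0.370 over the EG110 calls, and 0.256 to 0.319 without replicates, lowest without replicate 1.

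Of the 18 list calls, 16 were also made by fry, 18 with the replicate block and 0 by camera with estimated correlation, where 9 had an unadjusted P below 0.05. Without replicate 1, 2 or 3, 17, 15 and 18 of them were kept, and the total of list calls was 18 to 20. Under fry, which does not compare a list with the other genes, the strain differences of weak acid and drug export (-0.0767) and of pheromone and mating (-0.14) reversed in direction. Between the strains fry also called 6 further lists lower in EG110 cells, which were the tricarboxylic acid cycle, the respiratory chain, the iron regulon, DNA replication, septum separation and histones. The cause was not tested, and the medians of the iron regulon, DNA replication, septum separation and histones stayed negative after median centring (-0.17, -0.05, -0.56 and -0.14). The cytosolic ribosomal proteins in EG103 cells passed the threshold upwards without replicate 1 (median 0.0549, adjusted P = 0.0218) and downwards without replicate 3 (median -0.0517, adjusted P = 0.0192), with a range of 0.0192 to 0.986, so no direction is given for them.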

Differences from the paper's values

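In this part, the centring on the *S. pombe* probe sets was chosen only after the result was seen, and the fold changes of aspirin in Table 1 lay within the replicate SD of the values computed here.

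For untreated EG110 against untreated EG103 cells, the paper's signed fold change of *CAT2* is -1.72, and -1.92 was computed here (replicate SD 0.06 on the log2 scale). For *CIT2* the paper's value is -1.23, against -1.09, and for *SFC1* it is -1.01, against -1.06. Of the 17 alternatives set before the data were examined, 6 leave a fold change as it is (the replicate block, the filter on dim probe sets, the other variance shrinkage, the t-test of the methods with and without adjustment, and the fit of the 6 arrays compared). None of the other 11 brought these within the replicate SD, with ranges of -1.96 to -1.64 for *CAT2*, -1.13 to 1.07 for *CIT2* and -1.08 to 1.098 for *SFC1*. For *AGP2* the paper's value is -1.80, against -1.88. Here 3 of the 11 were within, which left out replicate 2 of every group, EG110 untreated replicate 2 or EG103 untreated replicate 2, and the others were not. The later centring on the *S. pombe* probe sets gave -1.70 for *CAT2*, within the replicate SD, while it gave 1.04 for *CIT2*, 1.06 for *SFC1* and -1.67 for *AGP2*, which were not within, and it moved *ACS1* to 1.25, away from the paper's 1.08. For *YAT2* the paper's value is -2.69, against -3.18. It was not counted as a difference only because the replicate SD of *YAT2* was large, at 0.26 on the log2 scale.

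For the reference genes of Supplementary Table S2 the fold changes match, while the adjusted P-values differ. For *GLC7* in EG110 cells the paper's adjusted P is 0.244, against 0.0636, and 4 of 16 alternatives came within 1.5 times, which were those without replicate 1, without replicate 3, without EG110 untreated replicate 3 and quantile normalization. For *GLC7* in EG103 cells it is 0.599, against 0.356, and 8 of 16 came within, which were those without replicate 1, replicate 2, EG103 aspirin replicate 1 or 2, or EG103 untreated replicate 1 or 3, quantile normalization and median centring. For *SMD2* in EG110 cells the paper's value is 0.346, against 0.202, and 6 of 16 came within, which left out replicate 2, EG110 aspirin replicate 1, 2 or 3, or EG110 untreated replicate 1 or 2. For *SMD2* in EG103 cells it is 0.297, against 0.0897, and 7 of 16 came within, which left out replicate 1, 2 or 3, EG103 aspirin replicate 1, or EG103 untreated replicate 2 or 3, or used the adjusted t-test of the methods. The other alternatives did not. In the authors' deposited table the adjusted P-values are 0.244, 0.599, 0.346 and 0.297, which match the paper's. The EG103 column of Supplementary Table S2 headed as log2 holds the paper's values -1.047 and 1.108, which match the signed linear fold changes computed here, -1.05 and 1.11.

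The paper's share of variance of PC1 is 87.8%, against 50.0%. Of 7 alternatives, only centring without scaling came within 1.5 times, with 68.0%. The paper's share of PC2 is 4.8%, against 14.9%, and 0 of 7 alternatives came within, with a range of 15.9 to 22.4%.

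The paper states that its reference genes do not change significantly across its experimental conditions, and its table gives tests of aspirin within each strain only. Between the untreated strains *GLC7* differed by -0.14 (adjusted P = 0.0176, and 0.00369 to 0.244 over the alternatives set before the data were examined), a value that includes the shift between the strains and whose sign changed under median centring.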

Other observations

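In this part, the list of Adr1 and Cat8 genes without the Table 1 genes and the medians of the lists under other scalings were chosen only after the result was seen, the stress and reserve, Rgt1 and phosphate lists were drawn up after the changes they follow up had been seen, and all values are reported without an explanation.

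In EG110 cells, aspirin changed 6 of the 11 gene lists by camera. Besides the Adr1 and Cat8 list, these were the tricarboxylic acid cycle (median 0.16, 13 of 15 higher, adjusted P = 0.0361), the respiratory chain (0.18, 32 of 32 higher, 0.000261), weak acid and drug export (0.44, 17 of 20 higher, 0.00118), DNA replication (0.46, 31 of 31 higher, 2.05e-08) and septum separation (0.74, 14 of 15 higher, 1.54e-05). Not past the threshold were the iron regulon (0.17, adjusted P = 0.504), oxidative stress (0.05, 0.862), pheromone and mating (0.23, 0.183 by camera but 0.00522 by fry), cytosolic ribosomal proteins and histones. For the histones the median and the mean (0.04) were positive while the test pointed down, and the median was -0.01 after quantile normalization and after median centring. The median of the cytosolic ribosomal proteins was also -0.01 after median centring. The tricarboxylic acid cycle call was lost without replicate 1 (adjusted P = 0.0707) and without replicate 2 (0.0790) of every group, with a range of 0.00492 to 0.793 over its alternatives.

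In EG103 cells, aspirin changed 3 lists, the iron regulon (median -0.41, 18 of 24 lower, adjusted P = 1.42e-06), weak acid and drug export (0.17, 15 of 20 higher, 0.00431) and pheromone and mating (0.45, 24 of 24 higher, 2.92e-10). The weak acid and drug export call was lost without replicate 2 of every group (adjusted P = 0.0557, and 0.000358 to 0.607 over its alternatives). Not past the threshold were the Adr1 and Cat8 list (-0.02, adjusted P = 0.149), the tricarboxylic acid cycle (0.01, 0.918), the respiratory chain (0.01, 0.749), oxidative stress (-0.02, 0.256), DNA replication (0.02, 0.879), septum separation (0.16, 0.210), cytosolic ribosomal proteins (0.0058, 0.918) and histones (-0.11, 0.0538, but 0.0108 without replicate 2, with a range of 0.0108 to 0.791). For the cytosolic ribosomal proteins the median and the mean (0.02) were positive while the test pointed down. The median of the respiratory chain was -0.01 after quantile normalization. In the interaction, oxidative stress (0.05, adjusted P = 0.599), cytosolic ribosomal proteins (0.0012, 0.907) and histones (0.11, 0.319) were not past the threshold, nor was weak acid and drug export (0.07, 0.0653 by camera, 0.0282 by fry, but 0.0108 without replicate 2, with a range of 0.0108 to 0.791). For the cytosolic ribosomal proteins the median and the test were positive there while the mean (-0.01) was negative, and the median was -0.02 after median centring.

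Between the untreated strains, the medians include the shift between the strains, which set the median of all tested probe sets at -0.20. By camera, 2 lists differed, cytosolic ribosomal proteins (median 0.51, 146 of 150 higher in EG110 cells, adjusted P = 1.08e-38) and oxidative stress (0.22, 12 of 18 higher, 0.00229). After quantile normalization their medians were 0.58 and 0.31, and after median centring 0.73 and 0.44. Not past the threshold were the Adr1 and Cat8 list (median 0.07, mean -0.02, adjusted P = 0.0735), the tricarboxylic acid cycle (-0.18, 0.403), the respiratory chain (-0.19, 0.248, but 0.00656 without replicate 3, with a range of 0.00656 to 0.925), the iron regulon (-0.39, 0.428), weak acid and drug export (-0.08, 0.599), pheromone and mating (-0.14, 0.671), DNA replication (-0.28, 0.160), septum separation (-0.78, 0.151, but 0.0303 without replicate 2, with a range of 2.86e-05 to 0.791) and histones (-0.36, 0.160). The test of the Adr1 and Cat8 list and of the weak acid and pheromone lists pointed up relative to all genes, against the sign of the mean in each. After median centring the medians of the tricarboxylic acid cycle, the respiratory chain, weak acid and drug export and pheromone and mating were positive, at 0.05, 0.03, 0.15 and 0.08, and that of pheromone and mating also after quantile normalization (0.04). Among the lists added later, the stress and reserve genes (median 0.28, 7 of 10 higher, adjusted P = 0.0157) and the Adr1 and Cat8 list without the Table 1 genes (0.10, 13 of 21 higher, 0.0154) were higher in untreated EG110 cells by camera, and the Rgt1 genes (0.16, 0.148) and the phosphate genes (median -0.12, mean 0.06, 0.594) did not pass the threshold. With aspirin in EG103 cells, the stress and reserve genes (-0.24, adjusted P = 0.156), the phosphate genes (-0.12, 0.197) and the Adr1 and Cat8 list without the Table 1 genes (-0.09, 0.0819) did not pass by camera, while by fry that last list did (0.0248). In the interaction it had a median of -0.40 (15 of 21 lower, adjusted P = 1.43e-05) and the phosphate genes of -0.04 (0.402).

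The largest strain differences without aspirin were those of YDL218W (5.29), *ANS1* (5.13) and *GRE1* (3.44), which were higher in EG110 cells, and of *SOD2* (-9.60) and a pair of probe sets of YLR466C-B (-5.53 and -4.54), which were lower. These last 3 had mean log2 values of 4.71, 4.36 and 5.57 in EG110 cells, near the background of the array, so the size of their differences is set in part by the background, and it includes the shift between the strains. All were past the threshold under every alternative run. *CIT3* fell with aspirin in EG110 cells (log2 fold change -1.10, adjusted P = 9.67e-07) and not in EG103 cells (0.08, 0.514), with an interaction of -1.19 (adjusted P = 2.23e-05). *CIT1* rose in EG110 cells by 0.16 (adjusted P = 0.0216), less than the fold threshold, and did not pass an adjusted P of 0.05 without replicate 1 (0.200) or 2 (0.134) of every group, EG110 aspirin replicate 2 (0.0517) or 3 (0.0755) or EG110 untreated replicate 1 (0.0893), with a range of 0.00645 to 0.200. *YRA1* fell in EG110 cells by -0.21 (adjusted P = 0.00383, but 0.103 without replicate 1 of every group, with a range of 0.00168 to 0.103), and in EG103 cells by -0.12 (0.104, but 0.0404 without EG103 aspirin replicate 3, with a range of 0.0404 to 0.474). Its difference between the untreated strains was larger, at -1.18 (adjusted P = 4.20e-09 by limma), and was called. That value includes the shift between the strains, and it lay between -1.21 and -0.96 over the alternatives.

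The array's control probe set for the 3′ end of the 18S ribosomal RNA had a mean log2 value of 9.50 with aspirin and 11.24 without it in EG110 cells, and of 11.70 and 12.47 in EG103 cells. That for the 5′ end had 13.00 and 13.20 in EG110 cells and 13.96 and 14.04 in EG103 cells. No explanation was tested, and these probe sets were not in any comparison.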
